# Irbesartan ameliorates diabetic kidney injury in *db/db* mice by restoring circadian rhythm and cell cycle

**DOI:** 10.2478/jtim-2022-0049

**Published:** 2024-05-21

**Authors:** Hailing Zhao, Zhiguo Li, Meihua Yan, Liang Ma, Xi Dong, Xin Li, Haojun Zhang, Ping Li

**Keywords:** irbesartan, diabetic kidney disease, gene microarray, circadian rhythm, cell cycle

## Abstract

**Background and Objectives:**

Irbesartan has been widely used in the clinical treatment of diabetic kidney disease (DKD). However, the molecular mechanism of its delay of DKD disease progression has not been fully elucidated. The aim of the present study was to investigate the mechanism of irbesartan in the treatment of DKD.

**Materials and Methods:**

C57BL/KsJ *db/db* mice were randomly divided into the model group and irbesartan-treated group. After treatment with irbesartan for 12 weeks, the effects on blood glucose, body weight, 24-h urinary albumin, and renal injuries were evaluated. Microarray was used to determine the differentially expressed genes (DEGs) in the renal cortex of mice. |Log FC| <0.5 and false discovery rate (FDR) <0.25 were set as the screening criteria. Kyoto Encyclopedia of Genes and Genomes (KEGG), gene ontology (GO), protein–protein interaction (PPI) network and modules, and microRNA (miRNA)-DEGs network analysis were applied to analyze the DEGs. Furthermore, quantitative real-time polymerase chain reaction (qRT-PCR) was used to validate the results of microarray.

**Results:**

The present study demonstrated irbesartan could significantly improve the renal function in *db/db* mice through decreasing 24-h urinary albumin and alleviating the pathological injury of kidney. Irbesartan may affect the expression of numerous kidney genes involved in circadian rhythm, cell cycle, micoRNAs in cancer, and PI3K–AKT signaling pathway. In the miRNA-DEGs network, miR-1970, miR-703, miR-466f, miR-5135, and miR-132-3p were the potential targets for irbesartan treatment. The validation test confirmed that key genes regulating circadian rhythm (*Arntl*, *Per3*, and *Dbp*) and cell cycle (*Prc1*, *Ccna2*, and *Ccnb2*) were restored in *db/db* mice on treatment with Irbesartan.

**Conclusion:**

Generally, irbesartan can effectively treat DKD by regulating the circadian rhythm and cell cycle. The DEGs and pathways identified in the study will provide new insights into the potential mechanisms of irbesartan in the treatment of DKD.

## Introduction

Diabetes mellitus (DM) accounts for more than 30% morbidity of diabetic kidney disease (DKD) patients, which has been regarded as a leading cause of kidney failure and end-stage renal disease worldwide.^[1]^ Efforts have been made to explore the pathogenesis of DKD and to develop new therapeutic strategies. However, there is still no effective intervention to prevent renal function decline in patients with DKD. Interestingly, although the incidence of diabetes is increasing, multiple studies have demonstrated that strict blood glucose control and the use of renin–angiotensin system (RAS) blockers cause a significant decline in the incidence of DKD.^[2]^ RAS blockers used in DKD not only reduce proteinuria, but also delay disease progression, which is only partly explained by their hemodynamic effects.^[3]^

The intrarenal activation of RAS plays a pivotal role in the pathophysiology of DKD and participates in its progression. As the main effector molecule produced by RAS, angiotensin II (Ang II) can activate Ang II type 1 receptors (AT1R) and type 2 receptors (AT2R), which are crucial for the development of DKD. The activation of AT1R, associated with vasoconstriction, sodium reabsorption, and growth promotion, leads to inflammation and the production of reactive oxygen species (ROS).^[4,5]^ Therefore, blocking Ang II with an AT1 antagonist has become one of the best clinical options in the treatment of renal disease. Irbesartan is widely used for the treatment of DKD and was shown to ameliorate progressive glomerulosclerosis in animal models and slow disease progression in DKD patients.^[6]^ However, the molecular mechanisms of how RAS inhibition is used to delay the progression of DKD disease have not been fully elucidated.

Several studies have highlighted the importance of gene expression profiling to elucidate the mechanisms of disease progression and drug therapy.^[7,8]^ To the best of our knowledge, there is no gene expression profile analysis of irbesartan in DKD treatment. In the present study, high-throughput microarray screening was used to identify the differentially expressed genes (DEGs) in the kidneys of DKD model mice with or without irbesartan treatment. Then, the DEGs were used for gene ontology (GO) analysis, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis, gene set enrichment analyses, protein–protein interaction (PPI) network and modules, and microRNA (miRNA)-DEGs network analysis to identify the genes critically involved in the development of DKD, which were followed with validation of DEGs by quantitative real-time polymerase chain reaction (qRT-PCR). These results will provide new insights into the role of irbesartan in the treatment of DKD and guide the clinical use of irbesartan.

## Materials and methods

### Animal experimentation

All mice used in this study were purchased from the Laboratory Animal Center of Peking University (Beijing, China), including 8-week-old male C57BL/KsJ *db/db* (*n* = 12) and *db/m* mice (*n* = 6), of which *db/m* mice were used as the control group. Mice were housed in a holding room with a 12-h light–dark cycle using controlled temperature (23°C ± 3°C) and humidity (55% ± 15%), with a free access to standard laboratory food and water. The *db/db* mice were randomly divided into the model group (*n* = 6) and irbesartan (Ambovi, Sanofi Winthrop Industrie)-treated group (*n* = 6). The *db/db* mice in the model group and treatment group were administered saline and irbesartan (225 mg/kg/day) by intragastric gavage for 12 weeks, respectively. At the end of the experiment, all the mice were sacrificed and blood and kidney tissues were collected for further analysis.

### Ethical approval

All study protocols have been reviewed and approved by the ethics committee of the China–Japan Friendship Hospital and were conducted in accordance with the guidelines of the National Institutes of Health on the Care and Use of Experimental Animals.

### Urinary albumin excretion and renal histology

Mice were placed in metabolic cages every 4 weeks to collect urine for 24 h and to measure the urine output. Urine albumin in mice was analyzed by enzyme-linked immunosorbent assay (ELISA) according to the manufacturer’s instructions (Bethyl Laboratories Inc., Montgomery, TX, USA). Kidney tissues were fixed with 10% neutral formalin. The fixed tissue was embedded in paraffin and 3-5 sections were cut, followed by staining with periodic acid-Schiff (PAS). The staining was observed under an optical microscope. The severity of glomerulosclerosis was assessed using the percentage of mesangial matrix, as we described previously.^[9]^

### RNA extraction, amplification, labeling, and hybridization

The renal cortex tissues of mice in each group were carefully collected and cryopreserved at -80°C for further analysis. Total RNA was extracted using TRIzol (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. Genomic DNA contamination was removed by incubating with DNase I at 37°C for 15 min. RNA purity and concentration were checked using the NanoPhotometer spectrophotometer (IMPLEN, CA, USA).

Samples with bright bands of ribosomal 28S to 18S RNAs in a ratio of >1.5 : 1 were used for microarray analysis. Microarray experiments were performed by CapitalBio Corporation (Beijing, China), a service provider authorized by Affymetrix, Inc. (Santa Clara, CA, USA), in accordance with the Affymetrix GeneChip manual. As much as 100 ng of total RNA was used for complementary DNA (cDNA) synthesis. Biotin-tagged cRNA was produced using the GeneChip IVT Labeling Kit (Affymetrix). Subsequently, 15 μg of fragmented cRNA, with Control Oligo B2 and eukaryotic hybridization controls (bioB, bioC, bioD, cre), was hybridized to the Affymetrix Mouse Genome 430 2.0 Array at 45°C for 16 h (Affymetrix GeneChip Hybridization Oven 640). After hybridization, the GeneChip arrays were washed and then stained with streptavidin phycoerythrinonan with Affymetrix GeneChip Fluidics Station 450, followed by scanning with Affymetrix GeneChip Scanner 3000 7G. The microarray data have been submitted to the Gene Expression Omnibus repository and are accessible through accession number GSE178939.

### Identification of DEGs

Data were analyzed using Affymetrix Expression Console and Transcriptome Analysis Console (TAC) software (Affymetrix). The gene array was run in triplicate, and the significance of the difference for each gene was determined by one-way analysis of variance (ANOVA). Differentially regulated genes were defined according to the threshold of |Log FC| <0.5 and a false discovery rate (FDR) <0.25.

### Functional and pathway enrichment analyses

Database for Annotation, Visualization, and Integrated Discovery (DAVID, http://david. ncifcrf.gov/) is an online tool that can investigate the biological meaning behind a mass of genes. In order to analyze DEGs at the functional level, GO and KEGG pathway enrichment analysis were performed. Adjusted *P* value <0.05 was set as the cutoff criterion.

### PPI network construction and module analysis

To explore the interactive relationship among DEGs, we submitted the DEGs to the Search Tool for the Retrieval of Interacting Genes (STRING) database with the confidence score >0.4 set as the cutoff criterion. Then, the PPI network was visualized using Cytoscape. Molecular Complex Detection (MCODE) was used to screen the modules of PPI network with the following criteria: K-core = 2, max. depth = 100, mode score cutoff = 0.2, and degree cutoff = 2. The function and pathway enrichment analyses in the module were performed by DAVID.

### miRNA-DEGs network analysis

The Mirwalk2 database (http://www.zmf.umm.uniheidelberg.de/apps/zmf/miRWalk2) provides maximum predictive and experimentally validated miR–target interactions with various miRNA databases. In this study, the Mirwalk2 database was used to predict miRNAs associated with DEGs. Finally, Cytoscape software 2.8 (www.cytoscape.org/; National Resource for Network Biology [NRNB], Bethesda, MD, USA) was used to construct and visualize miRNA–target gene interaction networks.

### Validation of DEGs by quantitative polymerase chain reaction

The expression levels of DEGs related with circadian rhythm and cell cycle were measured by quantitative polymerase chain reaction (qPCR) in triplicate for the technical validation of microarray data. Real-time quantitative analysis was carried out using renal RNA extracted from *db/m* mice (*n* = 3), *db/db* mice (*n* = 3), and *db/db* mice treated with irbesartan (*n* = 3), which was performed in three replicates. Results were expressed as fold expression relative to the expression in the control group by using the delta-delta Ct (ΔΔCt) method, and the control group in the study is *db/m* mice. The level of *Gapdh* RNA was used as an internal standard. All of these primers are listed in Table 1.

**Table 1:** List ands sequence of primers

Gene	Primer sequences
m*Arntl*-forward	TCAAGACGACATAGGACACCT
m*Arntl*-reverse	GGACATTGGCTAAAACAACAGTG
m*Per3*-forward	AAAAGCACCACGGATACTGGC
m*Per3*-reverse	GGGAGGCTGTAGCTTGTCA
m*Ccna2*-forward	GCCTTCACCATTCATGTGGAT
m*Ccna2*-reverse	TTGCTGCGGGTAAAGAGACAG
m*Ccnb*-forward	GCCAAGAGCCATGTGACTATC
m*Ccnb*-reverse	CAGAGCTGGTACTTTGGTGTTC
m*Prc1*-forward	CAGATGAGTCTATCACATGCCTG
m*Prc1*-reverse	CCTCGGTTCTTTGTAGCCTCT
m*Dbp*-forward	GGAAACAGCAAGCCCAAAGAA
m*Dbp*-reverse	CAGCGGCGCAAAAAGACTC
m*Gapdh*-forward	TGTTTCCTCGTCCCGTAGA
m*Gapdh*-reverse	ATCTCCACTTTGCCACTGC

### Statistical analysis

The mRNA expression levels of DEGs were determined using Statistical Package for the Social Sciences (SPSS) 21.0. The data are presented as means ± standard error of the mean (SEM), and independent-samples *t*-test was applied for the statistical analysis. *P* < 0.05 was accepted as statistically significant.

## Results

### Irbesartan alleviated proteinuria and athological changes in kidney

At the end of the experiment, we detected blood glucose, weight, and urinary albumin excretion, which were markedly increased in *db/db* mice compared to *db/m* mice. After 16 weeks of treatment with irbesartan, only urinary albumin excretion showed significantly lower values in the irbesartan treatment group than that in *db/db* mice (Figure 1A–C), indicating that irbesartan significantly improved the renal function in *db/db* mice.

**Figure 1:**
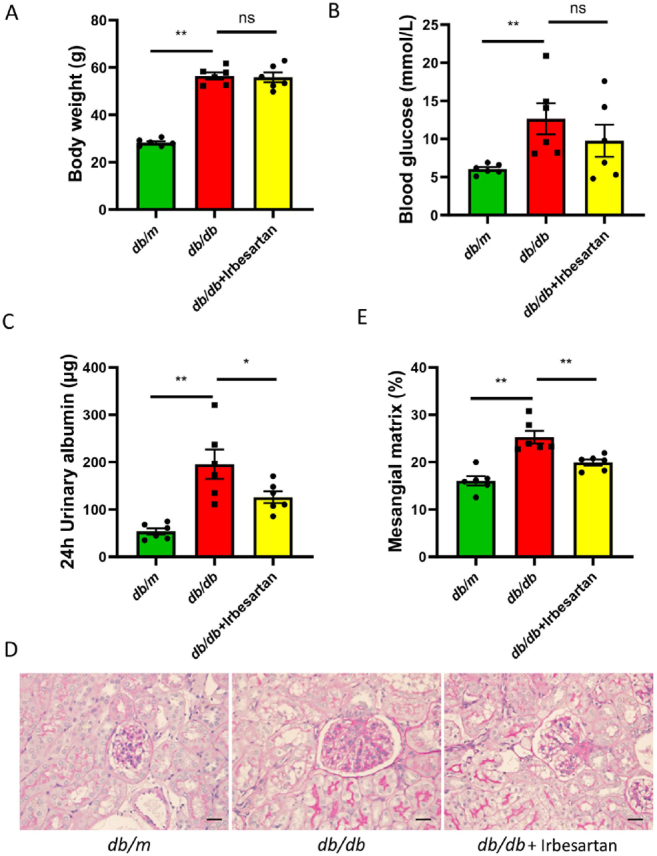
Irbesartan alleviates proteinuria and pathological injuries of kidney in *db/db* mice. (A and B) Body weight and blood glucose were measured at the end of the experiment. (C) Twenty-four-hour urinary albumin was found. The magnification of the images is 400×. (D) PAS staining was used to evaluate the renal injuries (scale bar, 50 μm). (E) Semi-quantitative measurements of mesangial matrix area were performed using PAS staining. Data are presented as the mean ± SEM. ^*^P < 0.05, ^**^P < 0.01. PAS: periodic acid-Schiff, SEM: standard error of the mean.

Consistent with the proteinuria results, greater mesangial matrix dilation and thicker glomerular basement membrane of kidney were observed in *db/db* mice than in *db/m* mice, and these histological injuries were significantly ameliorated in *db/db* mice treated with irbesartan, as shown in Figure 1D and E.

### Microarray data analysis

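Kidney RNA of 3 *db/m* mice, 3 untreated *db/db* mice and 3 *db/db* mice given irbesartan was measured on 1 array per mouse, so each value stands for 1 animal. The *db/db* mice lack a working leptin receptor and become obese and diabetic, and the *db/m* mice were their nondiabetic controls. Irbesartan blocks the angiotensin II type 1 receptor. The sample labels name kidney and a whole-transcript Affymetrix mouse gene array, to which the probe set numbers of the data belong, whereas the methods name renal cortex and another Affymetrix mouse array. The labels also give an age of 10 weeks where the methods give 8, and 12 weeks of treatment, as the methods do, where the results text gives 16. The authors normalized the arrays with RMA, which corrects for background and gives 1 log2 value per probe set. Of the probe sets, 23521 carried a single gene symbol, 1814 carried several, and 16010 are not analysed here by gene. The probe set with the highest mean was taken for each gene, which left 22180 genes and no filter on low values, and 1082 of the genes had more than 1 probe set. The correlation between any 2 arrays lay between 0.984 and 0.994. All 9 arrays were fitted together with limma, and DEGs were called at an absolute log2 fold change above 0.5 with a Benjamini-Hochberg adjusted p under 0.25, the values of the paper with its inequality for the fold change turned round. Simulated arrays with 200 changed genes tested the fit between treated and untreated *db/db* mice. There 99.7% of genes with a log2 change of 1 were recovered, and 12.6% of the calls were false. The simulated genes were independent of each other, had normal noise and changed by 1 or 2, which real genes need not do. At an adjusted p under 0.05 the simulations still recovered 97.8% of those genes, whereas 0 real genes passed. The simulated shares therefore do not describe the power or the false share of the real calls. The 3 arrays per group limit the precision of every value that follows.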

To explore the pharmacological target of irbesartan for T2DM kidney injury, three mice in each group were selected for renal mRNA expression profile analysis and the DEGs were analyzed. Only genes with |Log FC| <0.5 and FDR <0.25 were considered as DEGs. A total of 472 DEGs were identified, including 300 upregulated genes and 172 downregulated genes in *db/db* mice with irbesartan treatment, compared to untreated *db/db* mice. 

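Kidneys of irbesartan-treated *db/db* mice held more transcript of *Pdk4*, a kinase that shuts down pyruvate dehydrogenase and spares glucose, than those of untreated *db/db* mice, with mean log2 values of 9.21 ± 0.49 (SD, n = 3) and 7.11 ± 0.99 (SD, n = 3). Its log2 fold change was 2.11 (SE 0.48, limma adjusted p = 0.164), given as treated minus untreated, the opposite sign of the fold change column in Table 2. *Slc36a4*, an amino acid transporter, rose by 0.96 (SE 0.21, limma adjusted p = 0.164). *Igfbp1*, which binds insulin-like growth factors, fell by 0.84 on the log2 scale (SE 0.24, limma adjusted p = 0.222), and the histone gene *H2bc12* fell by 0.89 (SE 0.16, limma adjusted p = 0.0973). *Cyp2c55*, a cytochrome P450 that oxidizes arachidonic acid, had the lowest limma adjusted p of all genes, 0.0561, and was chosen after its values were seen, at 4.98 ± 0.08 (SD, n = 3) with treatment and 4.04 ± 0.18 (SD, n = 3) without. Of the 22180 genes, 223 were called, 128 of them higher and 95 lower with irbesartan. The share of higher calls was 57.4%, and it was 35.3% of 317 calls once every array was centred on its median, so the split between higher and lower calls depended on the scaling. It was also 46.7% and 49.7% without *db/db* replicates 2 and 3, and 40% without irbesartan replicate 3. In 221 of the 223 genes the 3 treated mice did not overlap the 3 untreated mice, which held for 21.8% of all genes and is met by chance in 10%. At a limma adjusted p under 0.05 the count was 0, and 2712 genes had an unadjusted limma p under 0.05 where 1109 would be met by chance. Leaving out 1 array moved the count to 30 without *db/db* replicate 2, 336 without *db/db* replicate 3, 32 without irbesartan replicate 1 and 20 without irbesartan replicate 3.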

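*Slc16a1*, which carries lactate and ketone bodies across the cell membrane, rose with irbesartan to 9.11 ± 0.36 (SD, n = 3) from 7.93 ± 0.20 (SD, n = 3) in untreated *db/db* mice. *Slc25a30*, a carrier of the inner mitochondrial membrane, rose by 0.68 (SE 0.12, limma adjusted p = 0.113), and *Rasl11a*, a small GTPase, rose by 0.69 (SE 0.10, limma adjusted p = 0.0720). The glucocorticoid-induced transcription factor *Zbtb16* rose by 1.17 (SE 0.20, limma adjusted p = 0.0906), and *Wsb1*, a subunit of a ubiquitin ligase, rose by 1.00 (SE 0.18, limma adjusted p = 0.104). Among genes that fell, *Cdh11*, a cadherin of mesenchymal cells, changed by -0.74 (SE 0.11, limma adjusted p = 0.0705), the defensin *Defb19* by -0.71 (SE 0.10, limma adjusted p = 0.0705), and *Stard4*, which moves cholesterol between membranes, by -0.63 (SE 0.15, limma adjusted p = 0.184). Of the 30 genes that the authors ranked first, 21 were measured under a single symbol and the other 9 are not analysed here. All 21 were called, 10 higher and 11 lower, and the values in the table of the paper had been seen before the rule for naming genes was written. The list was chosen by the study on these same arrays, so the count is not independent evidence. Of the 21 calls, 18, 11 and 20 held without *db/db* replicates 1, 2 and 3, and 13, 18 and 8 without irbesartan replicates 1, 2 and 3. The fold change of all 21 stayed past 0.5 in each of these fits.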

The top 30 genes with the most significant differences are listed in Table 2. DEGs were selected to generate the clustering heat map according to the fold change, and the clustering analysis of DEGs could well distinguish the *db/db* mice with or without irbesartan treatment (Figure 2A, B).

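*Foxi1*, the transcription factor of intercalated cells in the collecting duct, separated the treated kidneys at 8.20 ± 0.04 (SD, n = 3) from the untreated at 7.65 ± 0.21 (SD, n = 3). *Krt8*, a keratin that is raised in injured tubules, separated them the other way, at 8.25 ± 0.09 (SD, n = 3) and 8.82 ± 0.11 (SD, n = 3). Both genes passed the thresholds in limma, with log2 fold changes of 0.55 (adjusted p = 0.143) and -0.57 (adjusted p = 0.147). *Foxi1* was the only 1 called of 10 measured intercalated cell markers, and *Krt8* the only 1 called of 18 measured tubule injury genes. As a whole neither list passed (list test camera in limma, adjusted p = 0.113 and 0.986), so the 2 genes do not stand for their lists. With the genes called between treated and untreated *db/db* mice, average linkage placed 0 of the 6 arrays on the wrong side, as did complete linkage. Genes called between groups separate those groups whatever the grouping, and of the 9 other splits of the 6 arrays into 3 and 3, the only split with more than 1 called gene, 10 genes, was separated by them as well. With all genes, with the 500 most variable and with the 2000 most variable genes, average linkage placed 2 arrays on the wrong side, while complete linkage placed 0, 2 and 0. Over all 9 arrays the first principal component held 29.4% of the variance and the second held 15.7%. On the second component the irbesartan-treated kidneys lay from -11.6 to -10.3, and *db/m* replicate 3, at -16.1, lay on their side.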

**Figure 2:**
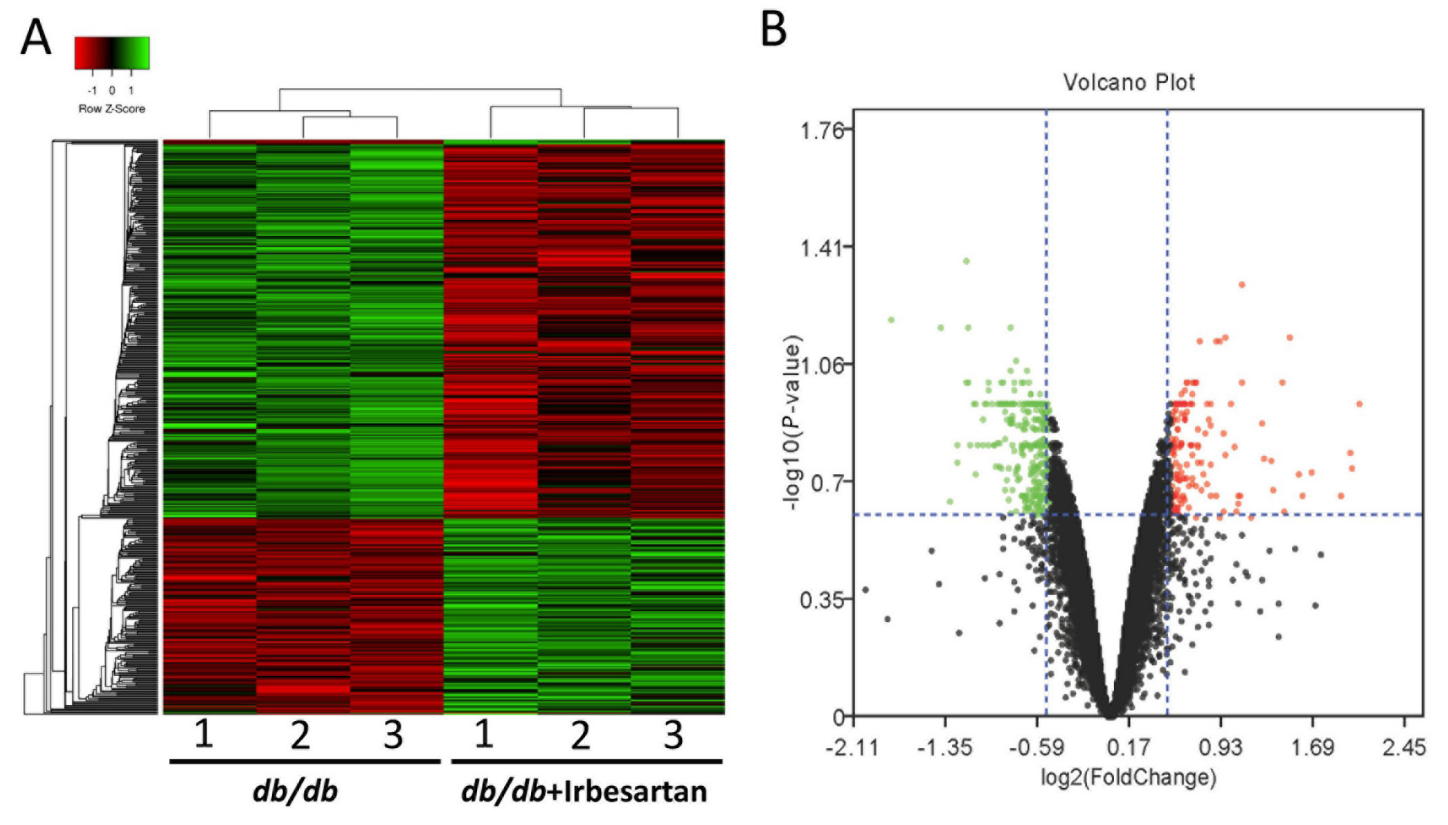
Identification of DEGs in kidneys of *db/db* mice with or without irbesartan treatment. (A) Heat map of DEGs between *db/db* mice and db/db mice + irbesartan. (B) Volcano plot shows the distribution of DEGs. DEGs: differentially expressed genes.

**Table 2:** Top 30 differentially expressed genes between *db/db* mice with and without irbesartan

Genes	logFC	*P*. adj	*P*-value
*Ciart*	1.99	0.01748	8.70E-07
*Ypel2*	-1.19	0.042906	4.27E-06
*Gm25279*	1.09	0.050326	7.51E-06
*Arntl*	-1.81	0.06402	1.27E-05
*Nfil3*	-1.40	0.067422	2.10E-05
*Gm26226*	-0.83	0.067422	2.28E-05
*Gm25401*	-1.18	0.067422	2.35E-05
*Plk1*	0.95	0.071817	3.10E-05
*Dbp*	1.48	0.071817	3.22E-05
*Lama1*	0.87	0.07415	4.08E-05
*Cdh11*	0.74	0.07415	4.40E-05
*Ldlr*	0.90	0.07415	4.43E-05
*Ren1*	-0.77	0.085439	5.53E-05
*Gm5779*	-0.82	0.091245	6.74E-05
*Rasl11a*	-0.69	0.091245	6.81E-05
*Slc16a1*	-1.19	0.098574	8.80E-05
*Slc25a30*	-0.68	0.098574	9.11E-05
*Rorc*	-0.80	0.098574	9.18E-05
*Wsb1*	-1.00	0.098574	9.63E-05
*Defb19*	0.71	0.098574	0.0001
*Zbtb16*	-1.17	0.098574	0.000106
*Nr1d1*	1.43	0.098574	0.000114
*Gm25383*	-0.73	0.098574	0.000116
*Gm25099*	-0.89	0.098574	0.000127
*Gm7241*	-0.72	0.098574	0.000133
*Ccnb2*	1.08	0.098574	0.000135
*Gm8765*	0.68	0.098574	0.000142
*Stard4*	0.63	0.098574	0.000143
*Hes6*	0.63	0.098574	0.000145
*Narf*	0.70	0.098574	0.000147

FC: fold change; *P*. adj: adjusted *P*-value.

### Functional enrichment analysis and KEGG pathway analysis

To further investigate the biological functions of the DEGs, we performed GO and pathway analysis using DAVID. The results showed that DEGs were involved in several biological process (BP) and KEGG pathways. In the BP ontology, the DEGs were mainly enriched in rhythmic process (GO:0048511), circadian rhythm (GO:0007623), circadian regulation of gene expression (GO:0032922), regulation of circadian rhythm (GO:0042752), and positive regulation of circadian rhythm (GO:0042753) (Figure 3A). 

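The transcriptional activator *Arntl* (probe set 17481960), which with its partner Clock drives the circadian clock, stood at 6.77 ± 0.27 (SD, n = 3) in irbesartan-treated kidneys and at 4.96 ± 0.45 (SD, n = 3) in untreated *db/db* kidneys. Its log2 fold change was 1.81 (SE 0.34, limma adjusted p = 0.123). *Nfil3*, a repressor of D-box genes, rose by 1.40 (SE 0.23, limma adjusted p = 0.0722), and *Cry1*, which silences the *Arntl* dimer, rose by 0.93 (SE 0.21, limma adjusted p = 0.164). The clock-controlled repressor *Ciart* fell by 1.99 on the log2 scale (SE 0.34, limma adjusted p = 0.0875), the D-box activator *Dbp* fell by 1.48 (SE 0.33, limma adjusted p = 0.164), and *Nr1d1*, which represses *Arntl*, fell by 1.43 (SE 0.23, limma adjusted p = 0.0722). Of 5 measured genes known to peak together with *Arntl*, 3 rose, 0 fell and 2 did not pass, and of 9 known to peak in the opposite phase, 4 fell, 0 rose and 5 did not pass. Adjusted over each list alone, 4 of the 5 rose and 6 of the 9 fell. The limma test camera gave adjusted p = 1.1e-06 for the genes in phase with *Arntl*, and adjusted p = 0.164 with an estimated correlation, the alternatives running from 4.9e-08 to 0.164. For the opposite phase camera in limma gave adjusted p = 1.8e-06, and adjusted p = 0.265 with an estimated correlation, the alternatives running from 4.4e-08 to 0.265. Over 23 core clock and output genes, 4 rose and 4 fell, more than the DEGs would hold by chance (Fisher's exact test on the limma calls, odds ratio 54.3, adjusted p = 3.4e-10). The paper had reported clock genes among the DEGs of these same arrays, so these list tests are not independent of its result. Of these 8 calls, 8, 7 and 8 held without *db/m* replicates 1, 2 and 3, 4, 0 and 8 without *db/db* replicates 1, 2 and 3, and 2, 4 and 0 without irbesartan replicates 1, 2 and 3. Past 0.5 in fold change stayed 7 of the 8 genes without *db/db* replicate 2, and all 8 in the other fits. The untreated control *db/m* replicate 3 also stood apart from *db/m* replicates 1 and 2 in these genes, with *Arntl* at 6.88 against 5.41 and 5.59, and *Ciart* at 5.72 against 7.38 and 7.01. The text of the paper gives no hour of kidney collection, so differences between mice in these genes cannot be set against the time of day.

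**Figure D1:**
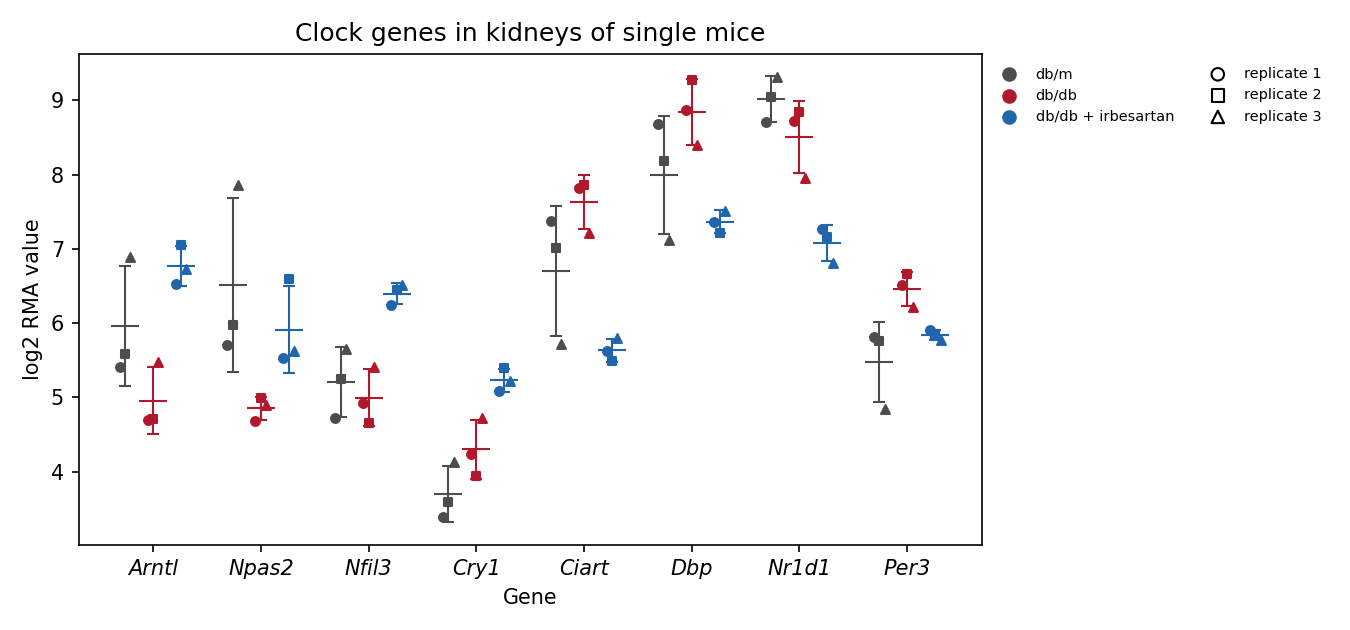
Log2 RMA values of 8 clock genes in each of 9 kidneys (colour, group; marker shape, replicate; bar, mean; error bar, SD, n = 3). The 3 irbesartan-treated kidneys lie above the untreated *db/db* kidneys in *Arntl* and below them in *Ciart* (means 5.64 and 7.63), with *db/m* replicate 3 near the treated kidneys.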

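*Mcm6*, a subunit of the helicase that opens DNA for replication, fell with irbesartan from 5.58 ± 0.29 (SD, n = 3) to 4.91 ± 0.16 (SD, n = 3), a log2 fold change of -0.67 (SE 0.15, limma adjusted p = 0.162). *Cdc6*, which loads that helicase, fell by 0.51 on the log2 scale (SE 0.12, limma adjusted p = 0.184). Of 30 measured genes of DNA replication, 0 rose, 4 fell and 26 did not pass, and the same 4 fell when adjusted over the list alone. The limma test camera gave adjusted p = 1.4e-07 for this list, and adjusted p = 0.164 with an estimated correlation, the highest of the alternatives, whose lowest was 2.0e-08. *Mcm6* and *Cdc6* are among the cell cycle DEGs that the paper named from these arrays, so this list test is not independent of its result. Without *db/m* replicate 2 and without *db/db* replicates 1, 2 and 3, 2, 2, 1 and 1 of the 4 calls held, and without irbesartan replicates 1, 2 and 3 none held. A fold change past 0.5 remained for 4, 3 and 2 of them without *db/db* replicates 1, 2 and 3, and for 3, 4 and 2 without irbesartan replicates 1, 2 and 3. Among 32 measured targets and regulators of PI3K-AKT signaling, 0 rose, 2 fell and 30 did not pass, with 2 rising and 2 falling when adjusted over the list alone. The 2 were *Lama1*, a laminin chain of basement membranes, which fell by 0.87 (SE 0.12, limma adjusted p = 0.0705), and *Ccnd1*, the cyclin that starts the cell cycle, which fell by 0.51 (SE 0.14, limma adjusted p = 0.229). *Myc*, a growth regulator of the same list, did not pass (0.74, limma adjusted p = 0.262). For the PI3K-AKT list camera in limma gave adjusted p = 0.612, and adjusted p = 0.900 with an estimated correlation, and the overlap with the DEGs had an odds ratio of 6.61 (Fisher's exact test, adjusted p = 0.133). *Lama1* was called whichever array was left out, and *Ccnd1* was called only with all arrays or without *db/m* replicate 3. Genes of the pathway named for miRNAs in cancer were not analysed here as a group.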

To gain further insight into the function of the identified DEGs, KEGG analysis identified four enriched pathways of the DEGs, including circadian rhythm (mmu04710), cell cycle (mmu04110), PI3K-AKT signaling pathway (mmu05206), and miRNAs in cancer (Figure 3B).

**Figure 3:**
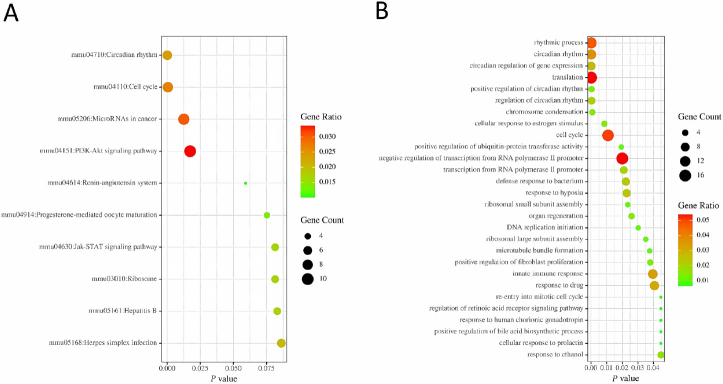
GO classification and KEGG pathway analysis of related DEGs. (A) GO enrichment analysis of DEGs in the biological process. (B) KEGG pathway analysis of DEGs. DEGs: differentially expressed genes, GO: gene ontology, KEGG: Kyoto Encyclopedia of Genes and Genomes.

### PPI network construction and module analysis

To evaluate the associations between the identified DEGs, a PPI network constructed with the DEGs consisted of 3844 nodes and 6727 edges (Figure 4A). 

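*Mki67*, a marker of dividing cells, fell with irbesartan from 5.00 ± 0.55 (SD, n = 3) to 4.05 ± 0.14 (SD, n = 3) in *db/db* kidneys, a log2 fold change of -0.95 (SE 0.22, limma adjusted p = 0.164). The kinase *Cdk1*, which drives entry into mitosis, fell by 0.60 on the log2 scale (SE 0.18, limma adjusted p = 0.245). *Rps13*, a protein of the small ribosomal subunit, rose by 0.82 (SE 0.18, limma adjusted p = 0.164), whereas *Rpl17*, of the large subunit, fell by 0.58 (SE 0.14, limma adjusted p = 0.165). The predicted genes *Gm16519* and *Gm13777* rose by 0.92 (limma adjusted p = 0.0722) and 0.56 (limma adjusted p = 0.200). Of the 17 genes, 10 were measured under a single symbol, and of these 3 rose, 5 fell and 2 did not pass, while 7 are not analysed here. The 2 were *Rps15a-ps5* (0.68, limma adjusted p = 0.312) and *Gm6570* (0.55, limma adjusted p = 0.281). Adjusted over the list alone, 5 rose and 5 fell. The genes were chosen by the study on these arrays, so the counts are not independent evidence. Of the 8 calls, 7, 6 and 8 held without *db/m* replicates 1, 2 and 3, 5, 4 and 4 without *db/db* replicates 1, 2 and 3, and 1, 4 and 2 without irbesartan replicates 1, 2 and 3. The fold change stayed past 0.5 for 8, 8 and 5 without *db/db* replicates 1, 2 and 3, for 6, 8 and 7 without irbesartan replicates 1, 2 and 3, and for all 8 otherwise. Probe sets of ribosomal pseudogenes were not checked for sequence shared with their parent genes.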

Based on information from the STRING database, the DEGs with higher degrees (degree ≥20) were screened and selected as hub genes, including *Mki67, Rps15a-ps5, Rps13, Cdk1, Rps11, Ccna2, Plk1, Gm13777, Rps13a-ps1, Gm6570, Rpl17, Gm17541, Gm8973, Gm16519, Gm4978, Rpl13-ps3*, and *Rpl28-ps4* (Figure 4B). In addition, the top four most significant modules were selected, and module 1 was mainly enriched in cell cycle. 

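*Ccnb2* (probe set 17528586), a cyclin of the G2/M transition, fell by 1.08 on the log2 scale in irbesartan-treated *db/db* kidneys (SE 0.16, limma adjusted p = 0.0705), and the mitotic kinase *Plk1* fell by 0.95 (SE 0.15, limma adjusted p = 0.0722). *Top2a*, the topoisomerase that untangles chromosomes, fell by 0.83 (SE 0.17, limma adjusted p = 0.147). Of 32 measured mitosis genes, 0 rose, 9 fell and 23 did not pass, and 10 fell when adjusted over the list alone. The same list was higher in untreated *db/db* than in *db/m* kidneys, where 11 rose and 0 fell, with *Rrm1*, a subunit of ribonucleotide reductase from a list of DNA replication genes, up by 0.71 (SE 0.09, limma adjusted p = 0.00392). Between irbesartan-treated *db/db* and *db/m* kidneys 0 of the 32 genes passed. The 8 cell cycle genes that the paper lists for this module, chosen on these arrays and so not independent evidence, held 0 that rose and 7 that fell, with *Myc* alone not passing. For the 32 genes camera in limma gave adjusted p = 2.9e-13 with irbesartan, and adjusted p = 0.237 with an estimated correlation, the alternatives running from 4.5e-23 to 0.237. The paper had reported cell cycle genes among the DEGs of these arrays, so this list test is not independent of its result. In *db/db* against *db/m* mice camera in limma gave adjusted p = 3.6e-11, and adjusted p = 0.187 with an estimated correlation, the alternatives running from 2.6e-17 to 0.187. Of the 9 calls with irbesartan, 6 and 5 held without *db/m* replicates 1 and 2, 4, 5 and 5 without *db/db* replicates 1, 2 and 3, and 2, 3 and 2 without irbesartan replicates 1, 2 and 3. The fold change stayed past 0.5 for 8, 8 and 5 without *db/db* replicates 1, 2 and 3, for 7, 8 and 8 without irbesartan replicates 1, 2 and 3, and for all 9 otherwise. Neutrophil markers moved in the same direction with none of 10 passing (median -0.38, camera in limma adjusted p = 0.0236). With an estimated correlation the neutrophil result had adjusted p = 0.900 in limma, the alternatives ran from 7.7e-05 to 0.939, and its direction turned without *db/db* replicate 3. The same markers also moved with the mitosis list in *db/db* against *db/m* mice, all 10 higher with none passing (median 0.35, camera in limma adjusted p = 0.00404). There limma gave adjusted p = 0.561 with an estimated correlation, and the alternatives ran from 4.0e-05 to 0.740, the highest without *db/db* replicate 3.

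**Figure D2:**
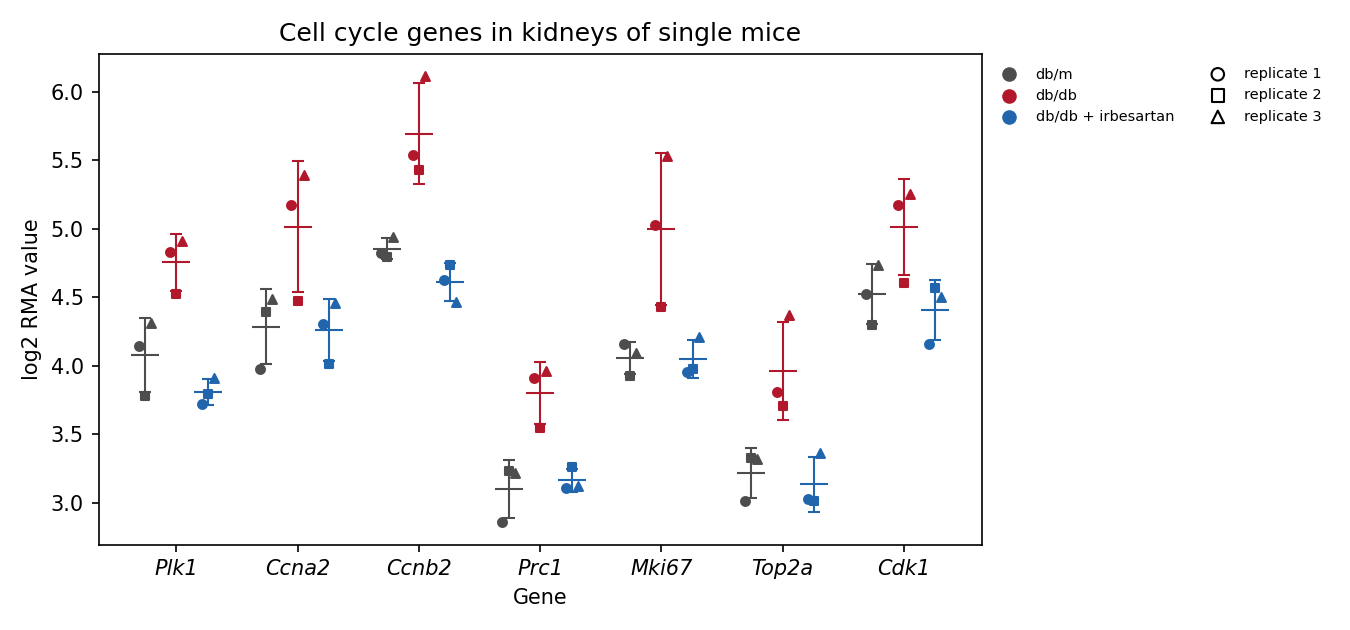
Log2 RMA values of 7 cell cycle genes in each of 9 kidneys (colour, group; marker shape, replicate; bar, mean; error bar, SD, n = 3). The means of untreated *db/db* kidneys lie highest, as for *Plk1* at 4.76, against 3.81 with irbesartan and 4.08 in *db/m* mice. Single kidneys of *db/db* and *db/m* mice overlap in *Ccna2*.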

Module 2 was mainly enriched in circadian rhythm. Furthermore, module 3, screened from the PPI network, was enriched in ribosome. 

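*Bhlhe41*, a repressor of *Arntl* targets, fell by 0.78 on the log2 scale with irbesartan (SE 0.21, limma adjusted p = 0.218), and *Arntl2*, a close relative of *Arntl*, rose by 0.57 (SE 0.13, limma adjusted p = 0.165). Of the 15 genes that the paper lists for this module, 14 were measured, and of these 4 rose, 5 fell and 5 did not pass, with 7 rising and 7 falling when adjusted over the list alone. *Npas2*, a partner of *Arntl*, did not pass at 5.91 ± 0.59 (SD, n = 3) against 4.86 ± 0.16 (SD, n = 3) in untreated *db/db* kidneys (limma adjusted p = 0.397). Neither did the growth response genes *Egr1* (0.85, limma adjusted p = 0.474) and *Klf10* (0.55, limma adjusted p = 0.288), nor the repressor *Nr1d2* (-0.60, limma adjusted p = 0.407). The module genes were chosen by the study on these arrays and are not independent evidence. In untreated *db/db* against *db/m* kidneys, 4 of 23 clock genes rose and 2 fell, among them *Npas2* at -1.65 (SE 0.47, limma adjusted p = 0.146) and *Wee1*, a clock-controlled kinase that holds back mitosis, at 0.82 (limma adjusted p = 0.0145). *Per1* and *Cry2*, whose proteins inhibit the *Arntl* dimer, rose by 0.63 (limma adjusted p = 0.205) and 0.61 (limma adjusted p = 0.0705). Among the *db/m* mice, replicate 3 lay at 7.85 for *Npas2*, against 5.70 and 5.97, and at 6.36 for *Egr1*, against 4.22 and 4.61. Of the 9 module calls with irbesartan, 9, 8 and 9 held without *db/m* replicates 1, 2 and 3, 5, 0 and 9 without *db/db* replicates 1, 2 and 3, and 2, 4 and 0 without irbesartan replicates 1, 2 and 3. Without *db/db* replicate 2 the fold change of 8 of the 9 stayed past 0.5, and that of all 9 in the other fits. Of the 6 calls between *db/db* and *db/m* mice, 4 held without *db/m* replicate 3, 3, 4 and 4 without *db/db* replicates 1, 2 and 3, and 5, 5 and 4 without irbesartan replicates 1, 2 and 3. There the fold change stayed past 0.5 for 5 of the 6 without *db/m* replicate 3, and for all 6 otherwise.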

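*Rpl9*, a protein of the large ribosomal subunit, rose with irbesartan from 6.72 ± 0.82 (SD, n = 3) to 7.99 ± 0.03 (SD, n = 3), a log2 fold change of 1.27 (SE 0.31, limma adjusted p = 0.177). *Rps3a1*, of the small subunit, rose by 0.58 (SE 0.13, limma adjusted p = 0.165) and was chosen after its values were seen. Of 58 measured ribosomal protein genes, 3 rose, 1 fell and 54 did not pass, and 4 rose and 1 fell when adjusted over the list alone. The median change of the 58 genes was 0.05, and -0.01 with every array centred on its median. Of the 9 genes that the paper lists for this module, 6 were measured, and 1 rose, 1 fell and 4 did not pass, a list that was chosen on these arrays and is not independent evidence. The 4 that did not pass were *Rps15* (0.72, limma adjusted p = 0.322), *Rpl30* (-0.37, limma adjusted p = 0.481), *Rpl21* (0.08, limma adjusted p = 0.734) and *Rplp1* (0.06, limma adjusted p = 0.868). Ribosomal protein genes were among the DEGs more often than chance (Fisher's exact test on the limma calls, odds ratio 7.41, adjusted p = 0.0103), while camera in limma gave adjusted p = 0.0531. With an estimated correlation the limma test gave adjusted p = 0.900, the highest of the alternatives, whose lowest, after a filter on low values, was 0.00284. A ribosome module had been reported by the paper from these same arrays, so these list tests are not independent of its result. Of the 4 calls, 0 and 2 held without *db/db* replicates 2 and 3, and 0, 2 and 0 without irbesartan replicates 1, 2 and 3. By fold change, 3 of them stayed past 0.5 without *db/db* replicate 2 or 3 and without irbesartan replicate 3, and all 4 otherwise.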

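*Cyp4a12a*, which turns arachidonic acid into the vasoconstrictor 20-HETE, rose with irbesartan from 6.16 ± 0.38 (SD, n = 3) to 6.97 ± 0.43 (SD, n = 3), a log2 fold change of 0.81 (SE 0.23, limma adjusted p = 0.229). It was the 1 gene that rose of 29 measured genes of drug metabolism and transport, of which 0 fell and 28 did not pass. Adjusted over the list alone, 4 rose. *Maob*, which breaks down monoamines, did not pass at 0.55 (SE 0.18, limma adjusted p = 0.262). In untreated *db/db* against *db/m* kidneys 5 of these genes rose and 6 fell (camera in limma, adjusted p = 0.0680, and adjusted p = 0.692 with an estimated correlation). There fry gave adjusted p = 0.0354, and the overlap with the called genes had an odds ratio of 26.5 (Fisher's exact test, adjusted p = 1.1e-09). *Maob* rose there by 1.50 (SE 0.18, limma adjusted p = 0.00296), the efflux pumps *Abcc4* and *Abcb1a* rose by 0.92 and 0.88, and the glucuronosyltransferase *Ugt2b37* fell by 2.97 (SE 0.49, limma adjusted p = 0.0182). With irbesartan, camera in limma gave adjusted p = 0.00334 for the 29 genes, and adjusted p = 0.821 with an estimated correlation, the alternatives running from 2.3e-04 to 0.821. The list also did not pass with fry (adjusted p = 0.552), without *db/db* replicate 3 or without irbesartan replicate 2. The overlap with the DEGs had an odds ratio of 3.53 (Fisher's exact test, adjusted p = 0.490). A drug metabolism module had been reported by the paper from these same arrays, so the list tests with irbesartan are not independent of it. The call of *Cyp4a12a* held without *db/m* replicate 1 or 3, and was lost, with the fold change still past 0.5, without *db/m* replicate 2 and without each of *db/db* replicates 1, 2 and 3 and irbesartan replicates 1, 2 and 3.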

Module 4 was enriched in drug metabolism (Figure 5A–D and Table 3).

**Figure 4:**
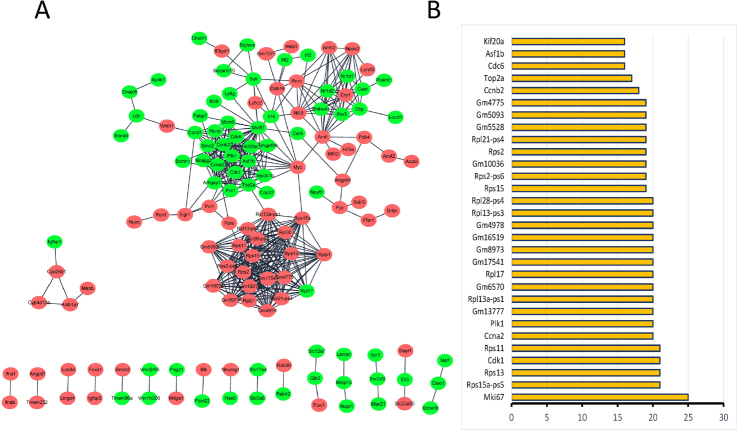
PPI network constructed with the DEGs to screen crucial genes. (A) PPI network for DEGs between *db/db* mice with and without irbesartan. Circles represent nodes and lines between nodes represent edges, which indicate DEGs and interactions between two DEGs, respectively. The red circle is the upregulated gene, and the green circle is the downregulated gene. (B) The most significant 30 node degree genes in the PPI network. DEGs: differentially expressed genes, PPI: protein–protein interaction.

**Figure 5:**
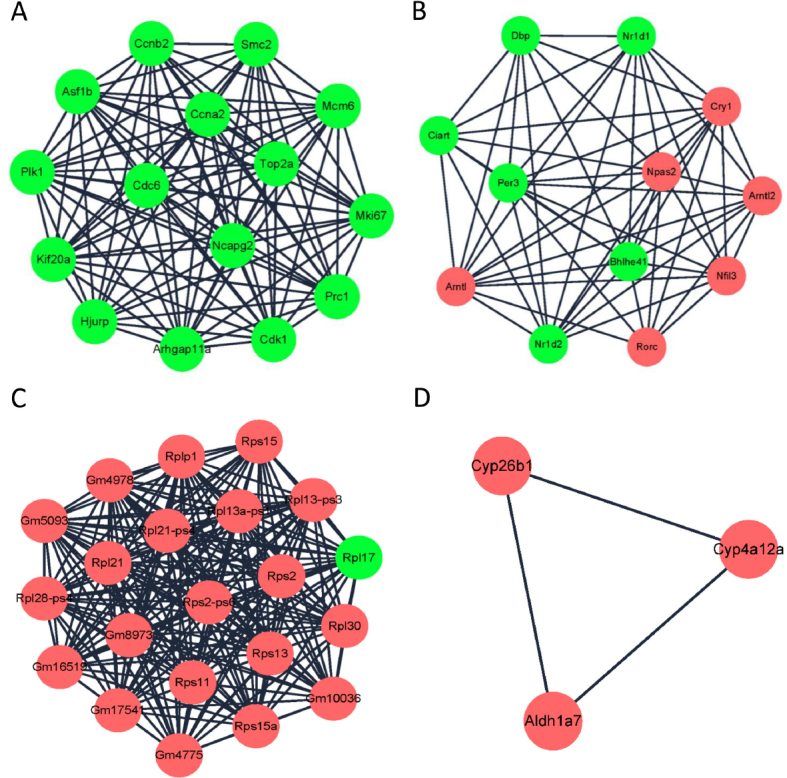
Significant modules screened from PPI network. Red circles represent upregulated genes and green ones represent downregulated genes in *db/db* mice treated with irbesartan. (A) Significant module is related with cell cycle. (B) Significant module is related with circadian rhythm. (C) Significant module is related with ribosome. (D) Significant module is related with drug metabolism. PPI: protein–protein interaction.

**Table 3:** Significantly enriched functions for differentially expressed genes of the PPI network

Term ID	Term description	Gene count	FDR	Genes
GO:0007623	Circadian rhythm	12	0.0012	*Cry1, Rorc, Bhlhe41, Arntl, Npas2, Nfil3, Nr1d1, Klf10, Dbp, Per3, Arntl2, Ciart*
GO:0032922	Circadian regulation of gene expression	8	0.0013	*Cry1, Rorc, Bhlhe41, Arntl, Npas2, Nr1d1, Per3, Ciart*
GO:0042752	Regulation of circadian rhythm	10	0.0013	*Cry1, Rorc, Arntl, Npas2, Top2a, Nr1d1, Klf10, Nr1d2, Per3, Arntl2*
GO:0048511	Rhythmic process	15	0.0013	*Cry1, Rorc, Bhlhe41, Arntl, Npas2, Nfil3, Top2a, Nr1d1, Egr1, Klf10, Dbp, Nr1d2, Per3, Arntl2, Ciart*
mmu04710	Circadian rhythm	7	2.55E-05	*Cry1, Rorc, Bhlhe41, Arntl, Npas2, Nr1d1, Per3*
mmu03010	Ribosome	9	0.002	*Rps11, Rplp1, Rpl21, Rps15, Rpl17, Rps2, Rpl30, Rps15a, Rps13*
mmu04110	Cell cycle	8	0.006	*Cdk1, Myc, Mcm6, Ccna2, Plk1, Ccnb2, Cdc6, Ccnd1*

FDR: false discovery rate; PPI: protein–protein interaction.

### DEGs-related miRNAs

After searching the Mirwalk2 database, we used 222 miRNAs that regulated the above DEGs to construct a miRNA-DEGs network, including 432 interaction pairs and 24 DEGs. Among them, mmu-miR-1970, mmu-miR-703, mmu-miR-466f, mmu-miR-5135, and miR-132-3p were identified to be the differentiated miRNAs according to DEGs from our microarray data, as shown in Figure 6. 

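The probe set for *Mir703* (17449958) rose with irbesartan by 0.68 on the log2 scale (SE 0.14, limma adjusted p = 0.135), and that for *Mir5135* (17282019) rose by 0.58 (SE 0.12, limma adjusted p = 0.135). *Mir132*, whose mature forms act in neurons and in cell growth, fell from 2.54 ± 0.08 (SD, n = 3) to 2.01 ± 0.07 (SD, n = 3), a change of -0.53 (SE 0.12, limma adjusted p = 0.164). *Mir1970* did not pass, at 3.57 ± 0.42 (SD, n = 3) against 2.92 ± 0.32 (SD, n = 3), with overlapping groups (0.65, limma adjusted p = 0.267). Thus 2 of the 4 measured precursors rose, 1 fell and 1 did not pass, and a probe set for *Mir466f* was not analysed here. The calls of *Mir703* and *Mir5135* were lost without *db/db* replicate 2 and without irbesartan replicates 1 and 3, and that of *Mir132* was lost without any 1 of the *db/db* or irbesartan replicates. *Mir1970* was called without *db/m* replicate 3, *db/db* replicate 3 or irbesartan replicate 2. The values of *Mir132* lay near the bottom of the array, and a filter on low values left 2 of the 4 precursors, *Mir703* and *Mir5135*. The probe sets lie on precursor transcripts, so the array does not tell the mature arms of a miRNA apart.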

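*Narf*, which binds prelamin A in the nucleus, fell with irbesartan from 7.41 ± 0.15 (SD, n = 3) to 6.70 ± 0.09 (SD, n = 3), a log2 fold change of -0.70 (SE 0.11, limma adjusted p = 0.0722). *Tagap1*, a GTPase-activating protein related to one of activated T cells, fell by 0.51 on the log2 scale (SE 0.15, limma adjusted p = 0.236) at values near the bottom of the array, 2.09 and 1.58. *Ldlrad2*, which holds a domain of the LDL receptor family, rose by 0.58 (SE 0.09, limma adjusted p = 0.0720). *Acot2*, which splits acyl-CoA in mitochondria, did not pass at 9.52 ± 0.43 (SD, n = 3) against 8.89 ± 0.02 (SD, n = 3) (0.62, limma adjusted p = 0.270). Of these 4 genes, 1 rose, 2 fell and 1 did not pass, and all 4 passed when adjusted over the list alone, a list that the study chose on these arrays and that is not independent evidence. *Ldlrad2* was called whichever array was left out, and *Narf* was lost only without irbesartan replicate 3. *Tagap1* was called only with all arrays, without *db/m* replicate 2 or without *db/m* replicate 3.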

*Tagap1* and *Narf* were regulated by mmu-miR-1970; *Ldlr* was regulated by miR-132-3p; *Acot2* was regulated by mmu-miR-466f; and *Acot2* and *Ldlrad2* were regulated by mmu-miR-5135. The results indicate that irbesartan may regulate DEGs by regulating miRNA to improve DKD.

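In the pairs named above, *Tagap1* and *Narf* were lower with irbesartan where the precursor *Mir1970* was higher without passing, and *Ldlrad2* was higher where its predicted regulator *Mir5135* was higher too. *Acot2* and *Mir5135* also lay in the same direction. Between the untreated groups, *Mir5135* was lower in *db/db* than in *db/m* kidneys without passing (-0.34, SE 0.12, limma adjusted p = 0.231), and so was *Mir1970* (-0.50, SE 0.21, limma adjusted p = 0.343). *Narf* lay at 0.34 (SE 0.11, limma adjusted p = 0.205) and *Tagap1* at 0.22 (SE 0.15, limma adjusted p = 0.574) in the same comparison, below the fold change threshold. Of the 4 measured pairs, 2 had precursor and target in opposite directions and 2 in the same direction. The array measured precursors and targets in the same 3 mice per group, and no miRNA was changed on its own.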

**Figure 6:**
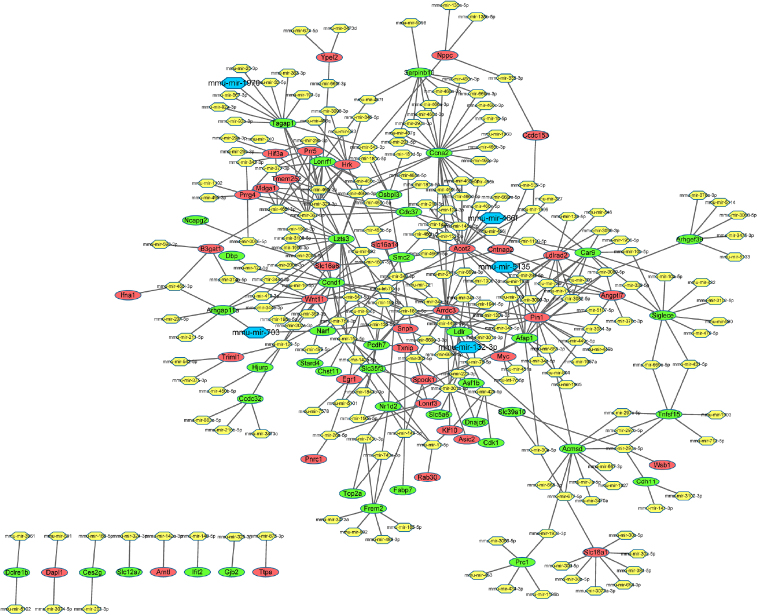
The miRNA–gene interaction network. Red ellipses indicate upregulated genes, and green ellipses indicate downregulated genes. Blue hexagons indicate the identified differential miRNAs from the DEGs. DEGs: differentially expressed genes, miRNA: microRNA.

### Validation of hub genes in kidneys of db/db mice with or without irbesartan treatment

According to the PPI network analysis, we verified the mRNA expression of representative genes in two pathways: circadian rhythm and cell cycle. As shown in Figure 7, significant upregulation of *Per3* and *Dbp* genes and significant downregulation of *Arntl* gene were confirmed in the kidney of *db/db* mice, which was significantly reversed in irbesartan-treated *db/db* mice (Figure 7A–C). In addition, the upregulated genes related to cell cycle in *db/db* mice, *Prc1*, *Ccna2*, and *Ccnb2*, were significantly downregulated by irbesartan (Figure 7D–E). These outcomes were consistent with the microarray results, demonstrating that circadian rhythm and cell cycle may be particularly important mechanisms in the treatment of DKD by irbesartan.

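On the array *Per3*, a repressor of the clock, was higher in untreated *db/db* kidneys, at 6.46 ± 0.23 (SD, n = 3), than in *db/m* kidneys, at 5.47 ± 0.54 (SD, n = 3), a log2 fold change of 0.99 (SE 0.22, limma adjusted p = 0.0634). *Arntl* was lower by 1.00 (SE 0.34, limma adjusted p = 0.232), and *Dbp* did not pass (0.85, limma adjusted p = 0.302). The *db/m* mice spread widely in *Arntl*, at 5.96 ± 0.81 (SD, n = 3). Part of its change rests on *db/m* replicate 3, the highest of them. The mitotic spindle gene *Prc1* and the cyclins *Ccna2* and *Ccnb2* were higher in *db/db* mice by 0.70 (SE 0.14, limma adjusted p = 0.0397), 0.73 (SE 0.22, limma adjusted p = 0.176) and 0.84 (SE 0.16, limma adjusted p = 0.0363). With irbesartan 5 of the 6 genes were called, *Prc1* at -0.64 (SE 0.14, limma adjusted p = 0.149) and *Ccna2* at -0.75 (SE 0.22, limma adjusted p = 0.236) among them, and *Per3* did not pass (-0.62, limma adjusted p = 0.311). In a two-sided exact permutation test with n = 3 and n = 3, all 6 genes gave p = 0.1 between treated and untreated *db/db* mice, the smallest p possible. Between *db/db* and *db/m* mice, this exact permutation test gave p = 0.2 for *Arntl*, *Dbp* and *Ccna2* (n = 3 and n = 3). For *Per3*, *Prc1* and *Ccnb2* the exact permutation test gave p = 0.1 there (n = 3 and n = 3). Between irbesartan-treated *db/db* mice and *db/m* mice 0 of the 6 were called in limma. Adjusted over these 6 genes alone, 1 rose and 5 fell with irbesartan, and the study chose them on these arrays, so they are not independent evidence. Of the 5 calls with irbesartan, 4 held without *db/m* replicate 2, 2, 3 and 4 without *db/db* replicates 1, 2 and 3, and 1, 3 and 1 without irbesartan replicates 1, 2 and 3. Of the 5 calls between *db/db* and *db/m* mice, 4 held without *db/m* replicate 1 or 3, 3, 4 and 4 without *db/db* replicates 1, 2 and 3, and 4 without each irbesartan replicate, and *Dbp* was called without *db/m* replicate 1. The fold change of these calls stayed past 0.5 in every one of these fits. Over all genes, 21 were called in both comparisons in opposite directions, 6 lower in *db/db* mice and higher with irbesartan, such as *Ypel2* and *Zbtb16*, and 15 the other way, such as *Plk1* and *Stard4*. Another 6 moved in the same direction in both. Independent comparisons would share 2.51 genes in opposite directions, a value that leaves out the shared *db/db* arrays, and 100 simulations of unchanged groups with those arrays shared gave at most 2, a value that leaves out the real differences. Across genes, which are not independent of each other, the 2 fold changes had a correlation of -0.282 (simulated -0.518 to -0.477) and a covariance of -0.0123 (simulated -0.0099 to -0.0086). Part of the excess over chance can come from the *db/db* arrays that enter both comparisons. Of the 21, only *Ypel2* was called between treated *db/db* and *db/m* mice. It was higher there (0.58, limma adjusted p = 0.149), whereas it was lower in untreated *db/db* than in *db/m* mice (-0.60). Calls in both comparisons held for 16, 15 and 15 of the 21 without *db/m* replicates 1, 2 and 3, for 8, 6 and 12 without *db/db* replicates 1, 2 and 3, and for 2, 10 and 2 without irbesartan replicates 1, 2 and 3. In each comparison most kept a fold change past 0.5, 18 to 21 of them with irbesartan and 17 to 21 between *db/db* and *db/m* mice. The paper reports significant qRT-PCR changes of the 6 genes in the direction of its array results. From these it proposes that circadian rhythm and cell cycle may be important in the treatment of DKD by irbesartan. Its enrichment terms and network modules for both topics are further evidence that it gives.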

**Figure 7:**
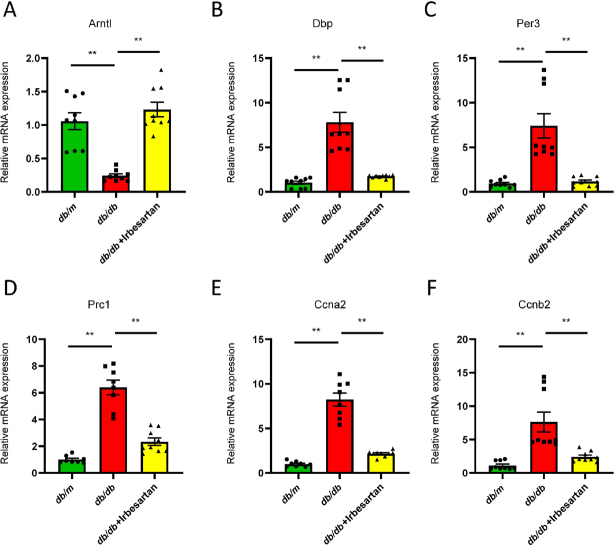
The differentially expressed genes validated by qRT-PCR. (A–C) The expression of circadian rhythm-related genes, including *Arntl*, *Dbp*, and *Per3*. (D, E) The expression of cell cycle-related genes, including *Prc1*, *Ccna2*, and *Ccnb2*. Data are expressed as the mean ± SEM, ^**^P < 0.01. qRT-PCR: quantitative real-time polymerase chain reaction, SEM: standard error of the mean.

## Discussion

DKD is a major public health problem that harms people’s lives and health, and the main clinical features of DKD are proteinuria and a progressive decline in renal function, which are associated with structural and functional changes in the kidney.^[10]^ The pathogenesis of DKD is multifactorial, including genetic, metabolic, and hemodynamic factors.^[11]^ ARBs can effectively reduce urinary protein and delay the decline of renal function, so they are recommended as the first-line treatment of DKD.^[12]^ There is increasing evidence showing that irbesartan plays a key role in the treatment of DKD, which may be due to blocking the effects of Ang II on blood pressure, renal hemodynamic and nonhemodynamic effects, thereby inhibiting the growth-promoting, profibrotic, and other actions.^[13,14]^ Previous studies have also shown that irbesartan ameliorates DKD by suppressing the RANKL–RANK–NF-κB pathway in type 2 diabetic *db/db* mice.^[15]^ However, the protective mechanism of irbesartan on kidney may be complicated. Microarray gene expression profile is a high-throughput technique that can quickly generate the gene expression pattern of the sample at a given time point, and bioinformatics analysis helps to identify potential DEGs. Therefore, we used microarray gene expression profiles to explore the key genes and pathways of irbesartan in the treatment of DKD, so as to further improve the molecular mechanism of irbesartan therapy for DKD.

In the present study, we observed the kidney injury of *db/m* mice and *db/db* mice with or without irbesartan treatment. We found that irbesartan significantly reduced urinary albumin secretion and ameliorated renal histological injuries. To elucidate the underlying molecular mechanisms, we performed microarray profile screening of DEGs in *db/db* mice with or without irbesartan treatment. Four hundred and seventy-two DEGs were identified, including 300 upregulated genes and 172 downregulated genes, in *db/db* mice with irbesartan treatment compared to *db/db* mice. Functional enrichment analysis and KEGG pathway analysis showed DEGs were mainly enriched in circadian rhythm, cell cycle, miRNAs in cancer, and PI3K–AKT signaling pathway. PPI network construction and module analysis were also performed with the DEGs, and several DEGs with higher degrees were identified, including cell cycle, circadian rhythm, ribosome, and drug metabolism. What is more, the results of qRT-PCR were consistent with the results of gene expression microarray, which indicated that specific DEGs might play a key role in the treatment of DKD with irbesartan.

To the best of our knowledge, this study is the first to conduct a high-throughput analysis of gene expression patterns in the kidney of *db/db* mice and compare it with irbesartan treatment. Analysis of significant enrichment of DEGs in the BP showed the DEGs were mainly enriched in rhythmic process, circadian rhythm, and circadian regulation of gene expression. Circadian rhythm also showed the most significant difference in KEGG analysis, suggesting that abnormal circadian rhythm plays a key role in the occurrence of DKD and may be the vital target for irbesartan treatment. Therefore, renal tissue of mice was used to verify and analyze the expression of three key genes related to the circadian rhythm, including *Arntl, Per3*, and *Dbp*. The results revealed that compared to control mice, the model mice had lower expression of *Arntl* and higher expression of *Per3* and *Dbp*. Importantly, when *db/db* mice were treated with irbesartan, the expression of *Arntl* was significantly increased and the expression of *Per3* and *Dbp* was markedly downregulated. It is widely accepted that circadian rhythm is essential for maintaining physiological functions and homeostasis.^[16,17]^ Circadian rhythm is a universal phenomenon that plays an important role in maintaining physiological processes and regulating the adaptability of the body to internal and external environments. Currently, it is widely believed that the generation and maintenance of circadian rhythm depends on the clock feedback regulation system, which is composed of clock genes (*BMAL1, CLOCK, CRY, PER*) and clock control genes (*Rev-ERBα, RORα, DBP, TEF*, and *HLF*). Mammalian major feedback loops are activated by heterodimeric transcriptional activation of Brain and Muscle ARNT-like 1 (BMAL1 or ARNTL) and Circadian Locomotor Output Cycles protein Kaput (CLOCK). CLOCK and BMAL1 form a heterodimer and combine with the E response element (E-box) in the upstream promoter region of target genes (*PER, CRY, Rev-ERBα*, and *RORα*) to initiate the transcription process. The accumulation of PER and CRY proteins negatively regulates transcription of CLOCK–BMAL1 heterodimers. Moreover, Rev-ERBα binds to *BMAL1* promoter to inhibit BMAL1 transcription, whereas RORα acts as a positive regulator to promote *BMAL1* transcription. In addition, *DBP, TEF, HLF*, and other CLOCK control genes are also direct target genes of BMAL1–CLOCK heterodimer and participate in the regulation of circadian rhythm.^[18]^ It has been reported that *BMAL1*-knockout mice developed circadian rhythm disorders and metabolic damage, including impaired glucose and fatty acid metabolism, which are potential factors that accelerate the development of DKD.^[19]^

Circadian rhythm disorders increase the risk of various diseases, including sleep disorders, metabolic diseases, and cancer.^[20,21,22]^ As far as we know, there are few studies on the biological rhythm of DKD. Several studies have shown that circadian rhythm is strongly associated with chronic kidney disease (CKD), suggesting that it may be a potential mechanism for DKD.^[23,24]^ Disruption of the circadian clock in animal models has been shown to lead to abnormal blood pressure and disruption of the circadian rhythm pattern of water and electrolyte excretion in urine.^[25]^ A disrupted circadian rhythm is associated with an increased risk of hypertension, kidney fibrosis, and kidney stones.^[26,27,28]^ In addition, the renal circadian clock may interfere with the pharmacokinetics and/or pharmacodynamics of various drugs and is, therefore, an important consideration during the treatment of some renal diseases.^[29,30]^ Temporal pharmacological studies have shown that duration of treatment affects blood pressure control. A clinical study of patients with CKD has shown that antihypertensive drugs taken at night are more effective in controlling the blood pressure than those taken in the morning, suggesting that taking antihypertensive drugs such as valsartan before bedtime can improve the blood pressure in patients with CKD.^[24,31]^ Irbesartan, an ARB, is widely used in blood pressure control. Previous studies have shown that taking irbesartan once a night has a greater therapeutic effect on blood pressure during sleep than in the morning, as it significantly promotes reduction in blood pressure during sleep.^[32]^ Circadian rhythm of blood pressure exists in most healthy people, and loss of circadian rhythm of blood pressure can lead to damage of target organs, such as stroke and left ventricular hypertrophy. Irbesartan not only has a good antihypertensive effect, but also can restore the circadian rhythm of blood pressure, which is an effective choice for reducing cardiovascular risk.^[33]^ The present study demonstrates that irbesartan may improve diabetic renal injuries by restoring the circadian rhythm.

Many studies have shown that excessive proliferation of renal cells can aggravate the progression of glomerular sclerosis and renal interstitial fibrosis.^[34,35]^ The proliferation of glomerular cells causes the accumulation of extracellular matrix (ECM), which eventually leads to glomerular sclerosis. Inhibition of glomerular cell proliferation significantly reduced ECM accumulation.^[36]^ Renal interstitial fibrosis is an important pathological change in the progression of DKD to end-stage renal failure, and excessive proliferation of fibroblast cells is the key factor leading to renal interstitial fibrosis.^[35]^ Therefore, inhibition of fibroblasts may slow down or even reverse renal interstitial fibrosis. In this study, we found that irbesartan can regulate the expression of genes related to cell cycle in the kidney of *db/db* mice, suggesting that irbesartan may improve DKD by regulating cell proliferation. The protein encoded by Prc1 is involved in cytokinesis and has been shown to be the substrate for a variety of cyclin-dependent kinases (CDKs), and it is present at high levels during the S and G2/M phases of mitosis, but decreases sharply when cells enter the G1 phase.^[37]^*Ccna2* encodes a highly conserved cyclin protein that promotes transition through G1/S and G2/M by activating CDK2.^[38]^ It has been found that G2/M arrest in renal tubular epithelial cells leads to renal fibrosis by activating JNK signals and upregulating the production of profibrotic cytokines. Renal fibrosis can be reversed by bypassing G2/M arrest with a p53 inhibitor, suggesting that the cell cycle is a key target for the treatment of CKD.^[39]^ It has been found that irbesartan regulates the cell cycle by antagonizing AT1R, thus inhibiting the proliferation of breast cancer cells.^[40]^ Studies have shown that hypertrophy is an important pathological feature of renal diseases such as diabetic nephropathy. Ang II induced renal tubular epithelial cell cycle arrest in G0/G1 phase, resulting in hypertrophy. It was found that cell cycle was significantly reversed after irbesartan treatment, to improve cell hypertrophy.^[41]^ Our results support the idea that irbesartan may reduce diabetic kidney injury by regulating the cell cycle; however, further mechanistic studies are required.

miRNAs are small noncoding RNAs that regulate gene expression by inducing mRNA degradation to block protein translation. Increasing research evidence shows that miRNAs play a key role in the development of DKD and are expected to become potential biomarkers for DKD. Expression of miRNAs has been analyzed in renal biopsy, urine/urinary exosomes, and total blood/plasma/serum.^[42]^ Multiple miRNAs, including miR-21-5p, miR-29a-3p, miR-126-3p, miR-192-5p, miR-214-3p, and miR-342-3p, were persistently dysregulated in patients with DKD. These miRNAs are associated with multiple pathways related to the pathogenesis of DKD, such as apoptosis, fibrosis, and accumulation of ECM. ^[43]^ Therefore, miRNAs play an important role in the treatment and clinical diagnosis of DKD. Experimental evidence showed that Ang II could significantly reduce the expression of miR-133a and miR-29b in cardiomyocytes and increase the expression of its target gene *Col1A1*, leading to myocardial fibrosis. Irbesartan effectively prevented the downregulation of miR-133a and miR-29b in cardiomyocytes and inhibited the expression of *Col1A1* and myocardial fibrosis.^[44]^ In order to explore whether the therapeutic effect of irbesartan on DKD involved miRNAs, we also predicted miRNAs related to key DEGs. The results suggested that there were five miRNAs with significant differences in our data, including miR-1970, miR-703, miR-466f, miR-5135, and miR-132-3p. 

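*Mir703* was higher in untreated *db/db* kidneys, at 5.64 ± 0.24 (SD, n = 3), than in *db/m* kidneys, at 4.93 ± 0.16 (SD, n = 3), a log2 fold change of 0.71 (SE 0.14, limma adjusted p = 0.0388). It was higher still with irbesartan, at 6.31 ± 0.13 (SD, n = 3), so that treated *db/db* kidneys lay 1.38 above *db/m* kidneys (SE 0.14, limma adjusted p = 7.1e-04). The change with irbesartan thus had the same sign as the change in diabetic mice. Of the 4 measured precursors it was the only 1 called between *db/db* and *db/m* mice. The call held whichever array was left out, and a second precursor, *Mir1970*, was called in addition without *db/db* replicate 3 and without irbesartan replicate 2.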

In an expression profile of miRNA in the kidney of DKD model mice, it was found that the expression of miR-703 and miR-466f in the kidney of DKD mice was significantly increased, which is consistent with our results.^[45]^ Studies have found that miR-132-3p promotes cell proliferation by directly regulating *BCL2L11*, an apoptosis activator, leading to tuberous sclerosis.^[46]^ In addition, miR-132-3p could also promote oxidative stress by targeting *FOXO3*, leading to autosomal dominant polycystic kidney disease.^[47]^ However, there is no report on the above five miRNAs in DKD. Therefore, further experimental studies are needed to prove their role in the occurrence of DKD.

### Limitations

In the present study, we have demonstrated that irbesartan could effectively treat DKD by regulating the circadian rhythm and cell cycle in diabetic *db/db* mice. However, there are some limitations to our study. First, although the diabetic *db/db* mice model has the metabolic disorders characteristic of diabetic nephropathy, it is only an animal model reflecting early to middle-stage diabetic nephropathy, with relatively mild renal pathological damage, and therefore may have limited relevance to the actual clinical status. Second, our study showed that irbesartan was effective in reducing kidney injury in *db/db* mice, but a dosing effect analysis was performed. Moreover, the results confirmed that circadian rhythm and cell cycle played an important role in treatment of DKD with irbesartan; however, its potential regulatory mechanisms still need to be validated *in vivo* or *in vitro*.

## Conclusion

Our study suggests Irbesartan is an effective treatment for DKD, and its mechanism is related to the restoration of circadian rhythm and cell proliferation, and the key role of miRNA may be involved. These conclusions need to be confirmed by further mechanistic studies, and the potential mechanisms need to be further verified.

## References

[1] Umanath K, Lewis JB (2018). Update on Diabetic Nephropathy: Core Curriculum 2018. Am J Kidney Dis.

[2] Warren AM, Knudsen ST, Cooper ME (2019). Diabetic nephropathy: an insight into molecular mechanisms and emerging therapies. Expert Opin Ther Targets.

[3] Malek V, Suryavanshi SV, Sharma N, Kulkarni YA, Mulay SR, Gaikwad AB (2021). Potential of Renin-Angiotensin-Aldosterone System Modulations in Diabetic Kidney Disease: Old Players to New Hope!. Rev Physiol Biochem Pharmacol.

[4] Qin B, Wang Q, Lu Y, Li C, Hu H, Zhang J (2018). Losartan Ameliorates Calcium Oxalate-Induced Elevation of Stone-Related Proteins in Renal Tubular Cells by Inhibiting NADPH Oxidase and Oxidative Stress. Oxid Med Cell Longev.

[5] Panico K, Abrahao MV, Trentin-Sonoda M, Muzi-Filho H, Vieyra A, Carneiro-Ramos MS. (2019). Cardiac Inflammation after Ischemia-Reperfusion of the Kidney: Role of the Sympathetic Nervous System and the Renin-Angiotensin System. Cell Physiol Biochem.

[6] Koszegi S, Molnar A, Lenart L, Hodrea J, Balogh DB, Lakat T (2019). RAAS inhibitors directly reduce diabetes-induced renal fibrosis via growth factor inhibition. J Physiol.

[7] Ciccocioppo R, Panelli S, Conti Bellocchi MC, Cangemi GC, Frulloni L, Capelli E (2018). The Transcriptomic Analysis of Circulating Immune Cells in a Celiac Family Unveils Further Insights Into Disease Pathogenesis. Front Med (Lausanne).

[8] Zhao YB, Li W, Zhang Q, Yin Y, Yang CJ, Xu WX (2020). Distinct miRNA Gene Expression Profiles Among the Nodule Tissues of Lung Sarcoidosis, Tuberculous Lymphadenitis and Normal Healthy Control Individuals. Front Med (Lausanne).

[9] Zhang H, Zhao T, Gong Y, Dong X, Zhang W, Sun S (2014). Attenuation of diabetic nephropathy by Chaihuang-Yishen granule through anti-inflammatory mechanism in streptozotocin-induced rat model of diabetics. J Ethnopharmacol.

[10] Lin YC, Chang YH, Yang SY, Wu KD, Chu TS (2018). Update of pathophysiology and management of diabetic kidney disease. J Formos Med Assoc.

[11] Yoshida Y, Kashiwabara K, Hirakawa Y, Tanaka T, Noso S, Ikegami H (2020). Conditions, pathogenesis, and progression of diabetic kidney disease and early decliner in Japan. BMJ Open Diabetes Res Care.

[12] He D, Zhang Y, Zhang W, Xing Y, Guo Y, Wang F (2020). Effects of ACE Inhibitors and Angiotensin Receptor Blockers in Normotensive Patients with Diabetic Kidney Disease. Horm Metab Res.

[13] Simoes ESAC, Teixeira MM. (2016). ACE inhibition, ACE2 and angiotensin-(1-7) axis in kidney and cardiac inflammation and fibrosis. Pharmacol Res.

[14] Rodrigues Prestes TR, Rocha NP, Miranda AS, Teixeira AL, Simoes ESAC (2017). The Anti-Inflammatory Potential of ACE2/Angiotensin-(1-7)/ Mas Receptor Axis: Evidence from Basic and Clinical Research. Curr Drug Targets.

[15] Chen XW, Du XY, Wang YX, Wang JC, Liu WT, Chen WJ (2016). Irbesartan Ameliorates Diabetic Nephropathy by Suppressing the RANKL-RANK-NF-κB Pathway in Type 2 Diabetic db/db Mice. Mediators Inflamm.

[16] Huang W, Ramsey KM, Marcheva B, Bass J (2011). Circadian rhythms, sleep, and metabolism. J Clin Invest.

[17] Huang S, Jiao X, Lu D, Pei X, Qi D, Li Z (2020). Recent advances in modulators of circadian rhythms: an update and perspective. J Enzyme Inhib Med Chem.

[18] Olaoye OA, Masten SH, Mohandas R, Gumz ML (2019). Circadian Clock Genes in Diabetic Kidney Disease (DKD). Curr Diab Rep.

[19] Pan X, Mota S, Zhang B (2020). Circadian Clock Regulation on Lipid Metabolism and Metabolic Diseases. Adv Exp Med Biol.

[20] Faulkner SM, Bee PE, Meyer N, Dijk DJ, Drake RJ (2019). Light therapies to improve sleep in intrinsic circadian rhythm sleep disorders and neuropsychiatric illness: A systematic review and meta-analysis. Sleep Med Rev.

[21] Gabriel BM, Zierath JR (2019). Circadian rhythms and exercise - re-setting the clock in metabolic disease. Nat Rev Endocrinol.

[22] Maiese K (2017). Moving to the Rhythm with Clock (Circadian) Genes, Autophagy, mTOR, and SIRT1 in Degenerative Disease and Cancer. Curr Neurovasc Res.

[23] Zhang J, Rao J, Liu M, Zhou W, Li Y, Wu J (2020). Abnormal circadian rhythm of urinary sodium excretion correlates closely with hypertension and target organ damage in Chinese patients with CKD. Int J Med Sci.

[24] Ohashi N, Isobe S, Ishigaki S, Yasuda H (2017). Circadian rhythm of blood pressure and the renin-angiotensin system in the kidney. Hypertens Res.

[25] Hill AM, Crislip GR, Stowie A, Ellis I, Ramsey A, Castanon-Cervantes O (2021). Environmental circadian disruption suppresses rhythms in kidney function and accelerates excretion of renal injury markers in urine of male hypertensive rats. Am J Physiol Renal Physiol.

[26] Lin L, Zhang H, Yang J, Zhang J, Li K, Huo B (2016). Nocturnal and Circadian Rhythm of Blood Pressure Is Associated with Renal Structure Damage and Function in Patients with IgAN. Arch Med Res.

[27] Motohashi H, Tahara Y, Whittaker DS, Wang HB, Yamaji T, Wakui H (2020). The circadian clock is disrupted in mice with adenine-induced tubulointerstitial nephropathy. Kidney Int.

[28] Kushwaha RS, Gupta RC, Sharma JP, Sharma S, Singh RK, Cornelissen G (2017). Circadian Periodicity of Circulating Plasma Lipid Peroxides, Uric Acid and Ascorbic Acid in Renal Stone Formers. Indian J Clin Biochem.

[29] Torres R, Kramer WG, Baroldi P (2015). Pharmacokinetics of the dual melatonin receptor agonist tasimelteon in subjects with hepatic or renal impairment. J Clin Pharmacol.

[30] Firsov D, Bonny O (2018). Circadian rhythms and the kidney. Nat Rev Nephrol.

[31] Di Daniele N, Fegatelli DA, Rovella V, Castagnola V, Gabriele M, Scuteri A (2017). Circadian blood pressure patterns and blood pressure control in patients with chronic kidney disease. Atherosclerosis.

[32] Hermida RC, Ayala DE, Fernandez JR, Portaluppi F, Fabbian F, Smolensky MH (2011). Circadian rhythms in blood pressure regulation and optimization of hypertension treatment with ACE inhibitor and ARB medications. Am J Hypertens.

[33] Douma LG, Gumz ML (2018). Circadian clock-mediated regulation of blood pressure. Free Radic Biol Med.

[34] Masuda Y, Shimizu A, Kataoka M, Arai T, Ishikawa A, Du X (2010). Inhibition of capillary repair in proliferative glomerulonephritis results in persistent glomerular inflammation with glomerular sclerosis. Lab Invest.

[35] Li M, Jia F, Zhou H, Di J, Yang M (2018). Elevated aerobic glycolysis in renal tubular epithelial cells influences the proliferation and differentiation of podocytes and promotes renal interstitial fibrosis. Eur Rev Med Pharmacol Sci.

[36] Wang S, Wen X, Han XR, Wang YJ, Shen M, Fan SH (2018). Repression of microRNA-382 inhibits glomerular mesangial cell proliferation and extracellular matrix accumulation via FoxO1 in mice with diabetic nephropathy. Cell Prolif.

[37] Hernandez-Ortega S, Sanchez-Botet A, Quandt E, Masip N, Gasa L, Verde G (2019). Phosphoregulation of the oncogenic protein regulator of cytokinesis 1 (PRC1) by the atypical CDK16/CCNY complex. Exp Mol Med.

[38] Yan J, Hao C, DeLucia M, Swanson S, Florens L, Washburn MP (2015). CyclinA2-Cyclin-dependent Kinase Regulates SAMHD1 Protein Phosphohydrolase Domain. J Biol Chem.

[39] Yang L, Besschetnova TY, Brooks CR, Shah JV, Bonventre JV (2010). Epithelial cell cycle arrest in G2/M mediates kidney fibrosis after injury. Nat Med.

[40] Du N, Feng J, Hu LJ, Sun X, Sun HB, Zhao Y (2012). Angiotensin II receptor type 1 blockers suppress the cell proliferation effects of angiotensin II in breast cancer cells by inhibiting AT1R signaling. Oncol Rep.

[41] Liu BC, Sun J, Chen Q, Luo DD, Ma KL, Ruan XZ (2004). Effect of irbesartan on angiotensin II-induced hypertrophy of human proximal tubular cells. Chin Med J (Engl).

[42] Assmann TS, Recamonde-Mendoza M, de Souza BM, Bauer AC, Crispim D (2018). MicroRNAs and diabetic kidney disease: Systematic review and bioinformatic analysis. Mol Cell Endocrinol.

[43] Nascimento LRD, Domingueti CP (2019). MicroRNAs: new biomarkers and promising therapeutic targets for diabetic kidney disease. J Bras Nefrol.

[44] Castoldi G, Di Gioia CR, Bombardi C, Catalucci D, Corradi B, Gualazzi MG (2012). MiR-133a regulates collagen 1A1: potential role of miR-133a in myocardial fibrosis in angiotensin II-dependent hypertension. J Cell Physiol.

[45] Chen YQ, Wang XX, Yao XM, Zhang DL, Yang XF, Tian SF (2012). Abated microRNA-195 expression protected mesangial cells from apoptosis in early diabetic renal injury in mice. J Nephrol.

[46] Cai Y, Wang W, Guo H, Li H, Xiao Y, Zhang Y (2018). miR-9-5p, miR-124-3p, and miR-132-3p regulate BCL2L11 in tuberous sclerosis complex angiomyolipoma. Lab Invest.

[47] Choi S, Kim DY, Ahn Y, Lee EJ, Park JH (2021). Suppression of Foxo3-Gatm by miR-132-3p Accelerates Cyst Formation by Up-Regulating ROS in Autosomal Dominant Polycystic Kidney Disease. Biomol Ther (Seoul).

How the deposited data were processed for this re-analysis (not part of the article)

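Kidney RNA from 3 *db/m* mice, 3 untreated *db/db* mice and 3 *db/db* mice given irbesartan was hybridized to a whole-transcript Affymetrix mouse gene array, with 1 array per mouse. The authors summarized the scans with RMA in Expression Console, and the deposited table holds log2 values, 1 per probe set, for 9 arrays. The values were used as deposited. The mice are separate animals, the labels share only a replicate number between groups, and no pairing was used.

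Gene symbols were taken from the annotation given with the array. Probe sets with a single symbol numbered 23521, those with several numbered 1814 and were left out, and 16010 without a symbol here were used only in an alternative that tested every probe set. Genes for which no name was available are not reported here. For each gene the probe set with the highest mean over the arrays was kept, which gave 22180 genes. No filter on low values was applied. Among the genes called with irbesartan, 14 had more than 1 probe set and 5 of these had probe sets of opposite sign.

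All arrays were fitted together by limma 3.58.1 in R 4.3.3 with 1 mean per group and moderated variances (6 residual and 5 prior degrees of freedom). The comparisons were irbesartan-treated against untreated *db/db* mice, untreated *db/db* against *db/m* mice, and irbesartan-treated *db/db* against *db/m* mice. A gene was called at an absolute log2 fold change above 0.5 with a Benjamini-Hochberg adjusted p under 0.25 over all genes. The paper writes the fold change condition with the opposite inequality, and it was read as a lower bound. Errors are standard deviations of group means or standard errors of fold changes from the fit.

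Before any deposited value was seen, 45 lists of genes were written from textbook knowledge, and 7 lists were copied from the paper. The paper, with its results on these same arrays, was known by then. Tests of the 7 lists and of the clock, cell cycle, DNA replication, ribosome, drug metabolism and PI3K-AKT lists are therefore not independent of it. Of the 52 lists, 51 were tested with camera at a preset correlation of 0.01 and an adjusted p threshold of 0.05, with the correlation estimated from the data and with fry as alternatives. Overlap of lists with called genes was tested with Fisher's exact test, and the 6 genes of the qRT-PCR experiment with exact permutation tests. By rule, genes were named when the paper names them, when they belong to the clock or renin-angiotensin lists, when they were the 2 highest or 2 lowest of a list, or when they were among the 10 highest or 10 lowest called genes without overlap, and other genes were chosen after their values were seen. The fold changes in Table 2 had been seen before this rule was written. Clustering used 1 minus the correlation with average linkage on called genes, with complete linkage on Euclidean distance as an alternative.

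The fit was tested on simulated data with the group sizes of the study, and shared arrays were allowed for in 100 simulations of opposite changes. Alternatives were a fit on the 6 arrays compared, the one-way ANOVA named in the methods on 6 arrays and over 3 groups, a variance trend, array weights, a filter at the median of probe set means (3.39, which kept 13962 genes), every probe set, the mean of the probe sets of a gene, median centring, a second quantile normalization, the replicate number as a block, other thresholds, and leaving out each array in turn. Each comparison was also repeated on all 10 splits of its 6 arrays. Python 3.11.15 with matplotlib 3.10.9 drew the figures.

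The qRT-PCR, urine and histology measurements, the protein interaction network, the enrichment terms of the paper and the predicted miRNA targets were not analysed here, because their data were not used here or their reference tables were absent.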

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

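The tests of a mislabelled control, of *db/m* replicate 3 in mitosis genes, of immune cell markers and of S3 cells were chosen only after the results were seen, and the others were planned.

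Clock genes set irbesartan-treated *db/db* kidneys apart from untreated ones, and *db/m* replicate 3 differed from the other *db/m* mice in the same genes. If a state such as the hour of collection lay behind this, other DEGs would follow it too. Over 214 DEGs in no clock list the fold change correlated with the profile of *db/m* replicate 3 at r = 0.163 (95% bootstrap interval over resampled genes -0.005 to 0.323), against -0.312 and 0.140 for *db/m* replicates 1 and 2. Genes are not independent of each other and the profile is that of 1 array, so the interval does not measure the spread between mice. The test cannot tell whether such a state took part. That *db/m* replicate 3 was a mislabelled *db/db* kidney was excluded, since *Slco1a1* stood at 8.21 in it and between 1.71 and 2.05 in the 6 *db/db* kidneys, and an exchange between treated and untreated *db/db* arrays was not tested. In limma the lowest adjusted p of any other split of the arrays was 0.00104 and 0.00848 for the 2 phase lists, against 1.1e-06 and 1.8e-06, reached by 1 split each, the real one.

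Of 32 mitosis genes, 9 fell with irbesartan and 23 did not pass (camera in limma, adjusted p = 2.9e-13, 0.237 with an estimated correlation and 0.0574 with fry). In *db/m* replicate 3 the median of the list was 0.0845 above the other *db/m* mice (quartiles -0.0584 and 0.199), against -0.379 with irbesartan, and with 1 array this leaves open whether the state that set it apart took part. Fewer immune cells in the treated kidneys could not be told apart, with a median of -0.0796 over 36 markers (quartiles -0.136 and 0.0522). These were markers of macrophages, T and NK cells and B cells, without neutrophils. Neutrophil markers had a median of -0.38 (camera in limma, adjusted p = 0.0236, and 0.900 with an estimated correlation). Another split of the 6 arrays gave a lower limma adjusted p of 2.9e-15, and 3 of the 10 splits reached the value of the real one.

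Male-biased kidney genes were lower in untreated *db/db* than in *db/m* kidneys (camera in limma, adjusted p = 1.5e-16, and 0.0655 with an estimated correlation), whereas the paper reports 6 other genes of this comparison, by qRT-PCR. Female mice among the *db/db* mice were excluded, since the lowest *db/db* kidney lay 0.420 above the lowest *db/m* kidney in Y-linked genes. S3 markers spread over 3.86 on the log2 scale, with 1 called higher and 5 called lower of 9. The test cannot tell whether a smaller share of S3 cells took part, since 8 of the 9 were negative (median -1.15). None of 14 markers of segments S1 and S2 was called (camera in limma, adjusted p = 0.667, and 0.856 with an estimated correlation).

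Splits of 6 arrays number only 10 per comparison, too few for a share under 0.05. The real split called 223 genes with irbesartan against at most 10 in another split, 510 against 1 for *db/db* and *db/m* mice, and 862 against 0 for treated *db/db* and *db/m* mice, so 1 split, the real one, reached each count. For gene lists past the threshold the real splits gave 13, 22 and 18 against 17, 15 and 13 in the highest other split, and the first was reached by 3 of 10 splits.

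The paper gives no count of array DEGs for *db/db* against *db/m* mice, and its text does not report the results that follow. Between untreated *db/db* and *db/m* kidneys 510 genes were called, and between irbesartan-treated *db/db* and *db/m* kidneys 862 were called. Of 30 genes of PPAR alpha and fatty acid oxidation, 3 rose with irbesartan and 27 did not pass (camera in limma, adjusted p = 1.0e-07, 0.672 with an estimated correlation and 0.435 with fry). Of 11 adipocyte markers none was called with irbesartan (camera in limma, adjusted p = 4.0e-04, 0.672 with an estimated correlation and 0.552 with fry). Of 16 glucocorticoid-responsive genes, 3 rose and 13 did not pass (camera in limma, adjusted p = 0.00183, 0.672 with an estimated correlation and 0.492 with fry). In *db/db* against *db/m* kidneys 4 of 19 genes of hypoxia and glycolysis rose (camera in limma, adjusted p = 0.00203, and 0.462 with an estimated correlation). The hypoxia list also did not pass with fry (adjusted p = 0.159) or without *db/m* replicate 1. In the same comparison 4 of 9 female-biased kidney genes rose and 1 fell (camera in limma, adjusted p = 0.00203, and 0.149 with an estimated correlation). The S3 markers above gave adjusted p = 1.3e-08 with camera in limma, and 0.0393 with an estimated correlation. Of 12 T and NK cell markers 6 fell (camera in limma, adjusted p = 3.4e-08, and 0.0504 with an estimated correlation). The histone gene *H2bc12* changed by -0.89 and *Pdk4* by 2.11 with irbesartan. *Slco1a1* changed by -6.50 and *Abcc3* by 1.93 in *db/db* against *db/m* kidneys.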

How the results depend on the processing

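All alternatives were planned before the results were seen, except those of the miRNA precursors, which were added afterwards. The cause of each move was not tested. With irbesartan against untreated *db/db* mice, 223 genes became 0 with ANOVA on 6 arrays, 364 with array weights, 131 over every probe set, 0 at an adjusted p under 0.05, 641 without a fold change threshold, and 20 to 336 with 1 array left out. The share of higher calls turned from 57.4% to 35.3% with median centring, 47.1% without a fold change threshold, 46.7% and 49.7% without *db/db* replicates 2 and 3, and 40% without irbesartan replicate 3. With the replicate number as a block the count was 143, although the samples share only a number, and of the 9 pairs of arrays with the same number none correlated above 0.1 (-0.077 to 0.042). For *db/db* against *db/m* mice, 510 became 5 with ANOVA on 6 arrays, 227 at the stricter threshold and 1410 without a fold change threshold. For treated *db/db* against *db/m* mice, 862 became 511 with ANOVA on 6 arrays, 546 with ANOVA over 3 groups, 1565 over every probe set, 552 and 3062 at those thresholds. The 21 genes changed in opposite directions became 0, 33 with array weights, 39 with median centring, 0 and 105 at those thresholds, and 2 to 44 with 1 array left out. Lists past the threshold in the 3 comparisons (13, 22 and 18) became 0, 1 and 0 with an estimated correlation, and fry gave 5, 15 and 11. With an estimated correlation limma gave adjusted p = 0.164 for genes in phase with *Arntl*, 0.265 for the opposite phase, 0.237 for mitosis and 0.164 for DNA replication, and fry gave 0.0574 for the opposite phase and for mitosis. Ribosomal proteins passed on 6 arrays (limma adjusted p = 0.0332) and with the filter (0.00284), and ran from 0.0133 to 0.554 with 1 array left out. Among lists past the threshold, only the neutrophil list with irbesartan turned its direction, without *db/db* replicate 3 (limma adjusted p = 0.939), its lowest being 7.7e-05 without *db/db* replicate 2, and fry turned 6 lists far from the threshold. Lists overlapping the DEGs, 15 and 18, became 0 and 6 at the stricter threshold. Of the qRT-PCR genes, 5 called with irbesartan became 0 and 3 with ANOVA on 6 arrays and over 3 groups and 1 to 6 with 1 array left out, and 5 called in *db/db* against *db/m* mice became 3 on 6 arrays, 0 and 3 with ANOVA, and 3 to 5. Clustering with average linkage misplaced 0 arrays with called genes and 2 with all, 500 or 2000 genes. The miRNA precursors, 3 and 1, became 0 and 0 with ANOVA on 6 arrays, and 0 to 4 and 1 to 2 with 1 array left out. Of 53 named genes called with irbesartan, 10 to 53 held with 1 array left out and none turned its direction.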

Differences from the paper's values

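All comparisons with the values of the paper were planned. The paper states 472 DEGs with irbesartan, and 223 were called here. Array weights (364), median centring (317), leaving out *db/db* replicate 3 (336) and no fold change threshold (641) came within a factor of 1.5 of the paper's count, and no other alternative did. The paper states 300 upregulated DEGs against 128 here, approached by array weights (210) and no fold change threshold (302). It states 172 downregulated DEGs against 95 here, approached by array weights (154), median centring (205), and leaving out *db/m* replicate 3 (118) or *db/db* replicate 3 (169).

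The 21 measured fold changes of Table 2 matched once their sign was turned, the largest difference being 0.0046, and the adjusted p of 15 of the 21 genes lay within the same factor. For *Ciart* the paper gives 0.01748 against a limma adjusted p of 0.0875, with array weights (0.0215) and without *db/m* replicate 3 (0.0191) within that factor. For *Ypel2* the paper gives 0.042906 against 0.0722 in limma (adjusted p), with a variance trend (0.0434) and the filter (0.0591) within it. For *Arntl* the paper gives 0.06402 against 0.123 in limma, with the 6 arrays alone (0.0958), a variance trend (0.0779) and without *db/m* replicate 3 (0.0538) within it. For *Dbp* the paper gives 0.071817 against 0.164, with the 6 arrays alone (0.0958), array weights (0.0499) and without *db/m* replicate 3 (0.0670) within it. For *Slc16a1* the paper gives 0.098574 against 0.164, with the 6 arrays alone (0.124), a variance trend (0.111), the filter (0.119), median centring (0.144) and without *db/m* replicate 1 (0.0966) or 3 (0.0872) within it. For *Stard4* the paper gives 0.098574 against 0.184, with the 6 arrays alone (0.0958), the filter (0.131) and median centring (0.119) within it.

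Of 51 measured genes that the paper names as DEGs, 38 were called and 13 were not. Without any alternative that called them were *Rplp1*, *Rpl21* and *Rpl30*. The fit on the 6 arrays alone called *Npas2*, *Klf10*, *Per3*, *Nr1d2*, *Egr1*, *Rps15*, *Myc*, *Gm6570* and *Acot2*. Array weights called the same genes apart from *Egr1*, and also *Rps15a-ps5*. A variance trend called *Myc*, *Gm6570* and *Acot2*, ANOVA over 3 groups called *Gm6570*, and median centring called *Per3* and *Myc*. The filter called *Klf10*, *Per3*, *Myc*, *Rps15a-ps5*, *Gm6570* and *Acot2*, and the replicate number as a block called *Rps15*. Without *db/m* replicate 1, *Klf10* and *Rps15* were called, without *db/m* replicate 2, *Gm6570* was called, and without *db/m* replicate 3, *Npas2*, *Klf10*, *Per3*, *Nr1d2*, *Egr1*, *Myc*, *Gm6570* and *Acot2* were called. *Rps15a-ps5* was called without *db/db* replicate 1, and *Myc* without *db/db* replicate 3.

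The paper states that *Dbp* was higher in *db/db* than in *db/m* mice by qRT-PCR, and on the array it did not pass (0.85, limma adjusted p = 0.302). The paper states that irbesartan reversed *Per3* by qRT-PCR, and on the array the change did not pass (-0.62, limma adjusted p = 0.311). The paper cites another study for higher miR-703 in diabetic mouse kidneys and finds its own results alike. The precursor was higher in *db/db* than in *db/m* kidneys here too (0.71, limma adjusted p = 0.0388). With irbesartan it was higher again by 0.68. The labels also differ from the methods in the array, the tissue and the age, the paper gives 12 weeks of treatment in its methods, as the labels do, and 16 in its results, and Table 2 gives fold changes as untreated minus treated.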

Other observations

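The tests of gene lists and of the segment around *Lepr* were planned, and none was chosen after its result was seen. Several transcripts of the male-biased list and of the S3 marker list were lower in untreated *db/db* than in *db/m* kidneys. The organic anion transporter *Slco1a1*, of the male-biased list, fell by 6.50 on the log2 scale (SE 0.13, limma adjusted p = 6.2e-10). Of the S3 list, the anion transporter *Slc22a7* fell by 3.34 and the steroid hydroxylase *Cyp7b1* by 2.85. Of 12 measured male-biased genes 0 rose and 6 fell (camera in limma, adjusted p = 1.5e-16), and of 9 female-biased genes 4 rose and 1 fell (camera in limma, adjusted p = 0.00203). With an estimated correlation limma gave adjusted p = 0.0655 and 0.149, the highest of the alternatives, whose lowest were 2.8e-17 and 5.0e-04. Every one of these calls held whichever array was left out. Male-biased genes were also lower after treatment, with 1 higher and 8 lower male-biased genes between treated *db/db* and *db/m* kidneys (camera in limma, adjusted p = 5.0e-10, and 0.135 with an estimated correlation, the alternatives running from 3.6e-11 to 0.135). The lists of other nephron segments all had positive medians, and some of them passed. Of 14 markers of the proximal tubule segments S1 and S2, 9 were positive and none was called (camera in limma, adjusted p = 0.667, and 0.856 with an estimated correlation), and the lists of collecting duct principal cells (camera in limma, adjusted p = 0.0680, and 0.382 with an estimated correlation) and of the medulla (camera in limma, adjusted p = 0.667, and 0.856 with an estimated correlation) did not pass either. Of 10 markers of the distal convoluted tubule 3 rose, among them the calcium-binding protein *Calb1* by 0.68 and the sodium-calcium exchanger *Slc8a1* by 0.88, and 0 fell (camera in limma, adjusted p = 1.1e-07, and 0.149 with an estimated correlation, the alternatives running from 3.8e-08 to 0.149). Of these 3 calls, 2 held without *db/m* replicate 1 and without *db/db* replicate 1. All 11 markers of the loop of Henle were positive with none called (camera in limma, adjusted p = 0.00113, and 0.187 with an estimated correlation, the alternatives running from 1.0e-04 to 0.187), and 1 of 10 intercalated cell markers rose (camera in limma, adjusted p = 0.00161, and 0.179 with an estimated correlation, the alternatives running from 3.6e-04 to 0.179). The efflux pump *Abcc3* rose by 1.93 (SE 0.30, limma adjusted p = 0.0147). Of 12 T and NK cell markers 0 rose and 6 fell, such as *Cd3e* at -0.81 and *Cd8b1* at -0.80, and they gave adjusted p = 3.4e-08 in limma (0.0504 with an estimated correlation, the highest of the alternatives, whose lowest was 5.9e-09). Of the 6 T and NK calls, 4 and 5 held without *db/m* replicates 1 and 3, 3 and 5 without *db/db* replicates 1 and 3, and 5 without irbesartan replicate 1 or 3. The fold change of 5 or 6 of them stayed past 0.5.

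With irbesartan the lipid-induced genes *Angptl4*, which inhibits lipoprotein lipase, and *Pdk4* rose, by 1.16 (SE 0.28, limma adjusted p = 0.174) and 2.11. Of 30 genes of fatty acid oxidation and PPAR alpha 3 rose and 0 fell, 6 when adjusted over the list alone (camera in limma, adjusted p = 1.0e-07, and 0.672 with an estimated correlation, the alternatives running from 8.6e-12 to 0.672). Of 16 glucocorticoid-responsive genes 3 rose and 0 fell (camera in limma, adjusted p = 0.00183, and 0.672 with an estimated correlation, the alternatives running from 4.1e-07 to 0.672). The 2 lists share *Angptl4* and *Pdk4*. Of the 3 calls of the first list, 2 held without *db/m* replicate 2 and without *db/db* replicate 3, and 0 without *db/db* replicates 1 and 2 or any irbesartan replicate, and of the second 1 and 0 held without *db/db* replicates 1 and 2 and 0, 1 and 0 without irbesartan replicates 1, 2 and 3. The fold change of these calls stayed past 0.5 in each of these fits. Of 11 measured adipocyte markers 10 were positive with irbesartan (median 0.32) and none was called (camera in limma, adjusted p = 4.0e-04, and 0.672 with an estimated correlation, the alternatives running from 5.3e-06 to 0.672), and without irbesartan replicate 2 the list did not pass. In that array *Cidec* stood at 6.69 and *Lep* at 7.15, against 3.82 and 3.86 for *Cidec* and 3.65 and 3.65 for *Lep* in the other 2 treated kidneys, and fat tissue taken along with the kidney was not tested for. Of 17 genes of the renin-angiotensin system 14 were measured and 3 are not analysed here, so the response of the system as a whole is not given. Among the 3 is the renin gene *Ren1*, which Table 2 of the paper lists at -0.77, that is, higher with irbesartan if its sign is turned like those of the measured genes of that table. None of the 14 measured genes was called with irbesartan in limma (*Agtr1a* -0.12, *Agt* -0.02), while in *db/db* against *db/m* mice *Ace* fell by 0.98 (SE 0.14, limma adjusted p = 0.00769) and *Mas1*, the receptor of angiotensin 1-7, by 0.64 (SE 0.13, limma adjusted p = 0.0485).

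A chromosomal segment carried along with the *db* mutation was tested as a source of the calls between *db/db* and *db/m* mice. Of the 100 measured genes nearest *Lepr* in gene order, 2 were called, *Cyp2j13* and *Kank4os*, a share of 2% against 2.3% elsewhere (Fisher's exact test, odds ratio 0.867, p = 1). Calls were thus not more frequent near *Lepr*. A window of 100 genes could not have held most of the 510 calls whatever the result, and with 2 calls a small excess would not be seen. Whether genes elsewhere respond to a variant in the segment was not tested.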
